# DUSP10 constrains innate IL-33-mediated cytokine production in ST2^hi^ memory-type pathogenic Th2 cells

**DOI:** 10.1038/s41467-018-06468-8

**Published:** 2018-10-12

**Authors:** Takeshi Yamamoto, Yusuke Endo, Atsushi Onodera, Kiyoshi Hirahara, Hikari K. Asou, Takahiro Nakajima, Toshio Kanno, Yasuo Ouchi, Satoshi Uematsu, Hiroshi Nishimasu, Osamu Nureki, Damon J. Tumes, Naoki Shimojo, Toshinori Nakayama

## Abstract

ST2^hi^ memory-type Th2 cells are identified as a pathogenic subpopulation in eosinophilic airway inflammation. These ST2^hi^ pathogenic Th2 cells produce large amount of IL-5 upon T cell receptor stimulation, but not in response to IL-33 treatment. By contrast, IL-33 alone induces cytokine production in ST2^+^ group 2 innate lymphoid cells (ILC2). Here we show that a MAPK phosphatase *Dusp10* is a key negative regulator of IL-33-induced cytokine production in Th2 cells. In this regard, *Dusp10* is expressed by ST2^hi^ pathogenic Th2 cells but not by ILC2, and *Dusp10* expression inhibits IL-33-induced cytokine production. Mechanistically, this inhibition is mediated by DUSP10-mediated dephosphorylation and inactivation of p38 MAPK, resulting in reduced GATA3 activity. The deletion of *Dusp10* renders ST2^hi^ Th2 cells capable of producing IL-5 by IL-33 stimulation. Our data thus suggest that DUSP10 restricts IL-33-induced cytokine production in ST2^hi^ pathogenic Th2 cells by controlling p38-GATA3 activity.

## Abstract (web summary)

T helper 2 (Th2) cells and type 2 innate lymphoid cells (ILC2) respond differently to interleukin-33 (IL-33) stimulation. Here the authors show that a phosphatase, *Dusp10*, is expressed in Th2, but not ILC2, to dephosphorylate p38 kinase, reduce GATA3 transcription factor activity, and suppress the induction of IL-5 in response to IL-33.

## Introduction

The prevalence of allergic diseases such as atopic dermatitis, asthma, and allergic rhinosinusitis has been increasing worldwide, and is a significant public problem in most developed countries^1^. Asthma is one of the most common chronic inflammatory disorders, which is categorized as a lower airway respiratory disease with recurrent wheezing and airway obstruction^2,3^. Allergic asthma is mainly driven by T helper 2 (Th2)-type inflammation including IL-4, IL-5, and IL-13 production, and is characterized by the presence of elevated numbers of eosinophils in the lungs^4–6^. Tissue-derived cytokines including IL-25, IL-33, and thymic stromal lymphopoietin (TSLP) have also been implicated in Th2-associated disease exacerbation by amplifying Th2 cytokine-mediated immune responses^7–10^. ILC2 rapidly respond to tissue-derived cytokines, and produce large amounts of IL-5 and IL-13^11–13^. Furthermore, several recent findings suggested that ILC2 play an important role in eosinophilic airway inflammation in mice that lack the ability to mount adaptive immune responses^14,15^. Th2 cells and ILC2 may contribute to distinct types of inflammation such as allergen-specific and non-specific allergic inflammation, respectively^16^. Th2 cells and ILC2s are the major source of Th2 cytokines in allergic asthma, and these cells may also collaborate in allergen-driven innate and adaptive type2-lung inflammation^17,18^. Very recently, a redundant role for ILC2 in humans has also been proposed^11^.

Several subpopulations of memory CD4^+^ T cells are implicated in the pathogenesis of chronic inflammatory diseases, including asthma^19,20^. We have identified ST2^+^ allergen-specific memory-type pathogenic Th2 (Tpath2) cells in allergic eosinophilic airway inflammation^19,21,22^. We demonstrated that the Tpath2 cells express high levels of ST2, and that IL-33-mediated activation of the p38 MAPK pathway augments the pathogenicity of Tpath2 cells in allergic airway inflammation in both mice and humans^23^. Interestingly, IL-33 induced chromatin remodeling at the *Il5* gene locus in memory Th2 cells is independent of TCR signaling. However, IL-33 alone does not induce IL-5 and IL-13 expression and production in Tpath2 cells. ILC2s also express high levels of ST2, but in contrast to Tpath2 cells, ILC2s rapidly produce large amounts of IL-5 and IL-13 in response to IL-33^12,24^. Tpath2 cells and ILC2s share several cardinal features, including cell surface molecule expression (ST2, IL-7Rα, and ICOS), effector function in terms of IL-5 and IL-13 cytokine production, and the expression of key signaling molecules (e.g., p38 MAPK) and transcriptional factors (e.g., GATA3) relevant to their differentiation and function^21^. Despite these similarities, fundamental differences in the regulation of cytokine production exist with selective production of IL-4 by Tpath2 cells, and IL-33 able to directly induce cytokine production from ILC2s. The molecular mechanisms that control these functional differences between adaptive and innate lymphocytes remain unclear.

GATA3, known as a master transcription factor for Th2 cell differentiation, directly transactivates the *Il5* and *Il13* genes^25,26^. The activation and nuclear translocation of GATA3 are dependent on its phosphorylation on serine residues induced by p38 MAPK^26,27^. Both p38 and GATA3 are known to be required for the production of IL-5 and IL-13 by ILC2s. IL-33 induces p38 activation and thereby phosphorylation of GATA3 in ILC2s, and the phosphorylated-GATA3 binds to the *Il5* and *Il13* promoters^28^. Interestingly, some studies suggested that Th2 cells produced IL-13 in an antigen-independent manner^29^. Multiple-rounds of priming in Th2 cells can result in Gata3-dependent IL-13 production in response to IL-33 together with a STAT5 activator^30^, suggesting that these transcription factors may induce innate functions of Th2 cells under specific conditions. However, the underlying molecular mechanism by which antigen-specific Th2 cell constrains innate immune function remains unknown.

Activation of MAPK signaling by a variety of agents induces inflammatory responses, including production of proinflammatory cytokines such as TNF, IL-1β, IL-6, IL-12, and IFNγ^31^. These rapid inflammatory responses protect the host during the initial phase of an infection, but dysregulated cytokine production may also lead to detrimental effects, as is the case during sepsis and septic shock^32^. Activation of the proinflammatory signaling cascade also triggers negative-feedback mechanisms, which can constrain and terminate the rapid inflammatory response. It has been recognized that MAPK are negatively regulated by dual specificity protein phosphatases (DUSPs, also known as MAPK phosphatase, MKP)^33^. The DUSP family in mammalian cells consists of at least 30 typical and atypical DUSPs that show different patterns of tissue expression, transcriptional control, substrate specificity, and subcellular localization^33^.

In the current study, we identify a MAPK phosphatase DUSP10, as a key negative regulator of IL-33-induced IL-5 and IL-13 production in ST2^+^ Tpath2 cells. *Dusp10* is highly expressed in the majority of Tpath2 cells, whereas its expression is limited in ILC2s. DUSP10 negatively controls IL-33–ST2 signaling through dephosphorylation of p38 MAPK in Tpath2 cells. Thus, DUSP10 distinguishes the innate IL-33 inducible functions of ILC2 and the adaptive functions of Th2 cells, and modulates the ability of Tpath2 cells to directly produce IL-5 and IL-13 in response to IL-33.

## Results

### Tpath2 cells show limited IL-33-induced production of IL-5

In the current report, we use the name “Tpath2 cells” to define ST2^hi^ memory-type (CD44^hi^CD62L^lo^) Th2 cells that are pathogenic in terms of the induction of IL-5-mediated eosinophilic inflammation^19,21^. To investigate the molecular mechanisms that control cytokine-induced cytokine production in Tpath2 cells and ILC2s, we first assessed the cytokine production profiles of these cells in response to IL-33 and IL-7 plus IL-33. We prepared ST2^hi^ memory-type Th2 (Tpath2) cells and ILC2s as demonstrated in Supplementary Fig. 1a–c^23,34^. These cells from the spleen were cultured with IL-7, IL-25 and IL-33 (Supplementary Fig. 1a). As shown in Fig. 1a, stimulation with IL-7 plus IL-33 for 6 h selectively induced the production of IL-5 and IL-13 by ILC2s but induced only very little production of these cytokines by Tpath2 cells (Fig. 1a, top panel, *n* = 4 for each group, *p < 0.05, **p < 0.01). In contrast, Tpath2 cells produced large amounts of IL-5 and IL-13 following stimulation with PMA and Ionomycin (Fig. 1a, bottom right, *n* = 4 for each group, *p < 0.05, **p < 0.01). Similar results for IL-5 and IL-13 were obtained by qPCR and ELISA analyses (Fig. 1b, c). *Il4* mRNA expression and IL-4 protein expression were not detected in ILC2s upon IL-7 plus IL-33 stimulation in our experimental system.

**Fig. 1:**
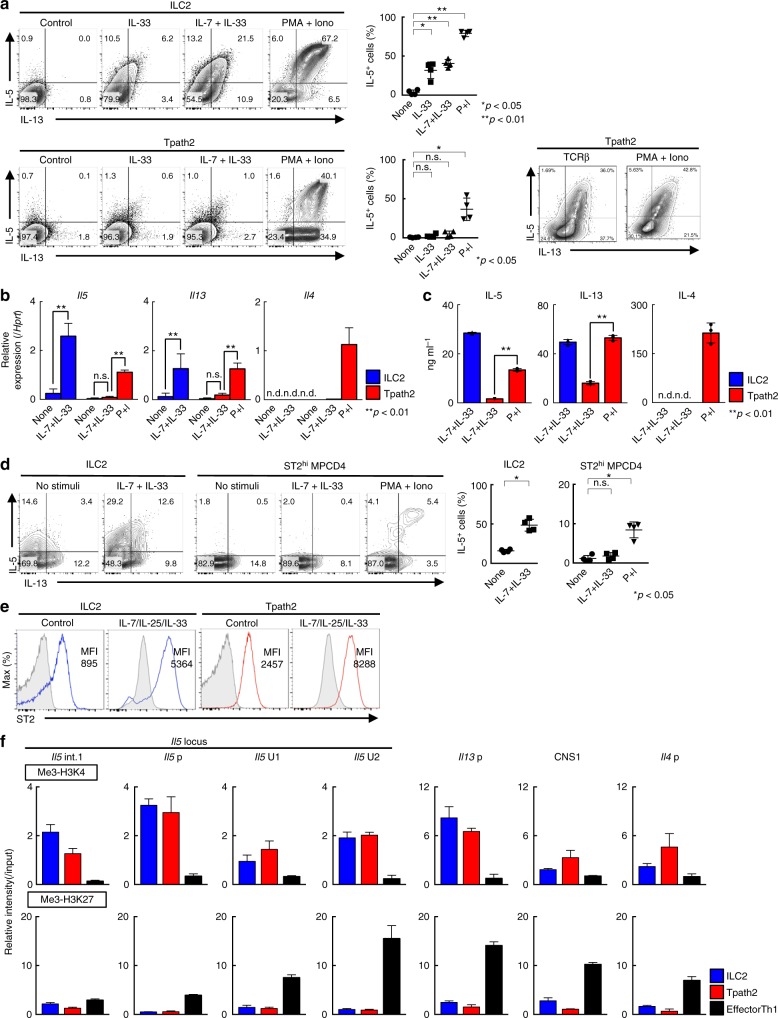
Tpath2 cells show limited IL-33-induced production of IL-5. To compare Tpath2 cells and ILC2s, both cell subsets were prepared from the spleen of memory Th2 mice (see Supplementary Fig. 1a and Methods section). Cells were cultured with IL-7 in complete medium for 1 day after cell sorting, then stimulated with indicated stimuli for 6 h. **a** Intracellular-staining profiles of IL-5 and IL-13 in Tpath2 cells and ILC2s are shown. The cells were stimulated with indicated stimuli for 6 h. The percentages of IL-5 positive ILC2s and Tpath2 cells are shown (mean ± SD; *n* = 4 for each group). **b** Quantitative RT-PCR analysis of the indicated cytokines in Tpath2 cells and ILC2s. The cells were stimulated with indicated stimuli for 4 h. Relative expression (normalized to *Hprt*) is shown with standard deviation. **c** ELISA analysis of the indicated cytokines in the culture supernatant from 5 × 10^4^ cells of Tpath2 cells and ILC2s, respectively. The cells were stimulated with indicated stimuli for 12 h. **d** Intracellular-staining profiles of IL-5 and IL-13 in ST2^hi^ MPCD4 T cells and ILC2s purified from normal BALB/c mice are shown and stimulated with the indicated stimuli for 6 h. The percentages of IL-5 positive ILC2s and ST2^hi^ MPCD4 T cells are shown (mean ± SD; *n* = 4 for each group). **e** Expression profiles of ST2 on Tpath2 cells and ILC2s before (immediately after sorting) and after cultivation with IL-7, IL-25 and IL-33 are shown. The number in the histogram represents mean fluorescence intensity (MFI). Gray filled histogram shows isotype control staining. **f** ChIP assays were performed with anti-trimethyl histone H3-K4 and anti-trimethyl histone H3K27 at the Th2 cytokine gene loci from Tpath2 cells, ILC2s, and effector Th1 cells. The relative intensities (relative to input DNA) of these modifications were determined by quantitative RT-PCR analysis. More than five for **a** to **e**, and three for **f** independent experiments were performed and showed similar results (**p < 0.01; n.s. not significant, n.d. not detected; Mann–Whitney *U* test; **a**–**c**). Three technical replicates were performed with quantitative RT-PCR (**b**, **f**) and ELISA (**c**)

We next analyzed splenic CD44^hi^ memory phenotype CD4^+^ (MPCD4) T cells from normal untreated BALB/c mice maintained under SPF conditions (Supplementary Fig. 1d). The proportions of IL-5 and IL-13 producers within the ST2 expressing population of MPCD4 T cells (ST2^hi^ MPCD4 T cells) were ~10–15%, suggesting that these population may also contain non-Th2 ST2^hi^ cells such as Th1, Th17 and Treg cells. The ST2^hi^ MPCD4 T cells did not produce IL-5 and IL-13 in response to IL-7 plus IL-33, whereas ILC2s did (Fig. 1d, *n* = 4 for each group, *p < 0.05).

To explore the mechanisms controlling the distinct outcomes of IL-33–sensing between Tpath2 cells and ILC2s, we first assessed the expression of cytokine receptors between these cells. Indeed, cell surface expression of ST2 on Tpath2 cells was higher than that on ILC2s with or without IL-7/IL-25/IL-33 cultivation (Fig. 1e). Similarly, gene expression of *Il1rl1* (*ST2)* and *Il7ra* was almost equivalent between Tpath2 cells and ILC2s (Supplementary Fig. 1e). Chromatin immunoprecipitation (ChIP) assays (Supplementary Fig. 1f shows position of genomic features analyzed) revealed that at the *Il5* locus Tpath2 cells and ILC2s showed increased levels of histone modifications associated with active transcription (H3-K4 trimethylation) and lower modifications associated with gene repression (H3-K27 trimethylation) as compared to effector Th1 cells (Fig. 1f). Similarly, the levels of H3K4 trimethylation at the *Il13*p or other Th2 cytokine loci including CNS1 and *Il4*p were higher in Tpath2 cells and ILC2s than those of effector Th1 cells (Fig. 1f and Supplementary Fig. 1g shows position of genomic features analyzed). These results indicate that chromatin structure at the *Il5* gene locus was maintained in a permissive status both in Tpath2 cells and ILC2s. Collectively, IL-33-induced IL-5 and IL-13 production by Tpath2 cells was very limited as compared to ILC2s, even though Tpath2 cells had high-level expression of ST2 and permissive chromatin status at the *Il5* and *Il13* loci. These data confirm that Th2 cytokine production by Tpath2 cells requires TCR stimulation with antigens and does not readily occur in response to IL-33 exposure.

### Preferential expression of *Dusp10* in Tpath2 cells

We performed RNA sequencing analysis using Tpath2 cells and ILC2s, and selected transcripts that were expressed at appreciable levels (Fragments per kilobase of exon per million fragments mapped: FPKM > 10) in Tpath2 cells, and then, the expression levels were compared between Tpath2 cells and ILC2s (Supplementary Fig. 2a). 

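The RNA sequencing values analysed here came from 3 samples, 1 each of Tpath2 cells, ILC2s and effector Th2 cells, with no replicates. Tpath2 cells and ILC2s had been cultured for 5 days with IL-25 and IL-33 (both at 10 ng/ml) and IL-7 (10 U/ml), and then rested with IL-7 alone for 24 h. The authors aligned reads of 50 bp from a HiSeq 1500 to the mm10 mouse genome with TopHat 1.3.2 and Bowtie 0.12.8, and calculated FPKM values for each gene with Cufflinks 2.0.2. The deposited FPKM values were used without a further normalization. Each sample had 23746 rows for 23284 gene symbols, and a symbol found on several rows was represented by the row with the highest sum over the samples. The FPKM values summed to 488144 in Tpath2 cells, 499943 in ILC2s and 530161 in effector Th2 cells. More than 10 FPKM was found for 6104 genes in Tpath2 cells, 6165 genes in ILC2s and 5985 genes in effector Th2 cells. Among genes above 1 FPKM, the median value was 12.7 FPKM in Tpath2 cells, 12.5 FPKM in ILC2s and 12.5 FPKM in effector Th2 cells. The files hold no read counts. The lowest values did rise in plain steps, as whole reads give, so that the relative depth of the samples could be read from genes below 0.1 FPKM. From 657 such genes, the ILC2 sample was sequenced 1.20 times as deeply as the Tpath2 sample, and from 603 genes the Tpath2 sample was sequenced 1.32 times as deeply as the effector Th2 sample. If the smallest step is 1 read, the steps correspond to about 15700000 reads in Tpath2 cells, 18900000 in ILC2s and 11900000 in effector Th2 cells. Dividing the values of a gene by the step for its longest annotated transcript gave an estimated number of reads, and the 95% confidence intervals of ratios were calculated from these estimates by the exact Clopper-Pearson method. The intervals cover the sampling of reads only and not the variation between cultures, which 1 sample per condition cannot show. Ratios are plain quotients of FPKM values without a pseudocount unless stated otherwise.

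**Figure D1:**
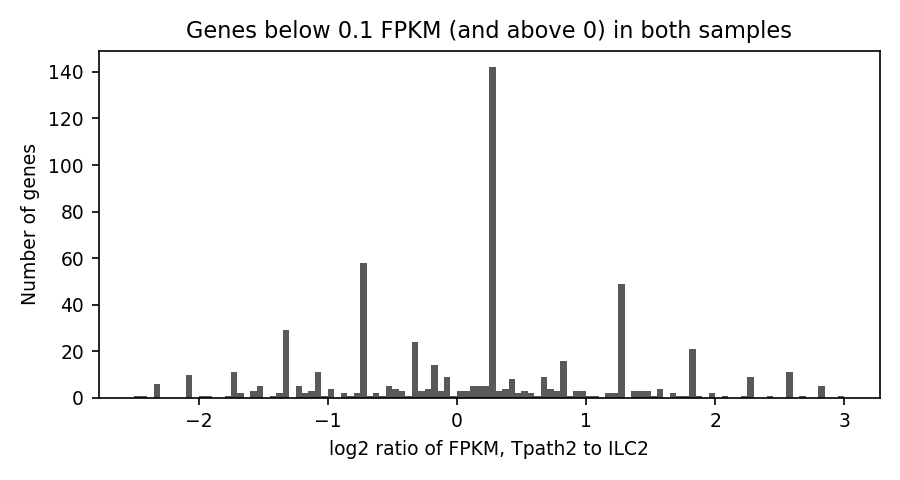
Number of genes (y axis) by log2 ratio of FPKM values in Tpath2 cells to ILC2s (x axis), for the 657 genes below 0.1 FPKM and above 0 in both samples. The ratios gather in narrow peaks, and the highest peak, where both samples would hold the same number of reads, lies at a log2 ratio of 0.257.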

Lineage markers such as CD antigens and some noteworthy genes showed higher FPKM values selectively in Tpath2 cells as compared with ILC2s (genes above eight-fold change ratio shown in Supplementary Fig. 2a). 

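Among the 6104 genes above 10 FPKM in Tpath2 cells, 59 were more than 8-fold higher in Tpath2 cells than in ILC2s (no replicates). These included all 29 genes of the table in Supplementary Fig. 2a. Of the other 30 genes, 28 encode microRNAs or small nucleolar RNAs, and the remaining genes were Lck and a gene with a clone name. An ILC2 value of 0 was found for 25 of the 59 genes. The T cell lineage markers had high values in Tpath2 cells. Cd4, on chromosome 6 from 124864692 to 124888221 (GRCm38, GENCODE M21), was at 230.1 FPKM in Tpath2 cells and 0.118 FPKM in ILC2s. For Cd3d, on chromosome 9 from 44981786 to 44987339, the values were 291.3 FPKM and 1.69 FPKM. Cd3e, on the same chromosome from 44998740 to 45009627, was expressed 80.96-fold more highly in Tpath2 cells. Cd3g was also higher in Tpath2 cells, by 11.3-fold, but remained at 74.8 FPKM in ILC2s. Of the genes encoding secreted proteins, Ccl22 on chromosome 8 had 37.1 FPKM in Tpath2 cells and 0.243 FPKM in ILC2s, Penk on chromosome 4 had 82.7 FPKM and 2.54 FPKM, and Il10 on chromosome 1 had 87.8 FPKM and 5.45 FPKM. The number of genes above the 8-fold limit rose to 110 with a minimum of 1 FPKM in place of 10 FPKM. It fell to 30 when predicted, clone-named and small RNA genes were left out. From such ratios the paper concludes that lineage markers, including CD antigens, were selectively higher in Tpath2 cells.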

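Fig. 2a lists 5 genes as shared by Tpath2 cells and ILC2s. Among them, Icos (chromosome 1, from 60977927 to 61000320) was expressed at 304.1 FPKM in Tpath2 cells and 328.9 FPKM in ILC2s, a ratio of Tpath2 cells to ILC2s of 0.925 (no replicates). For Il9r on chromosome 11 the values were 58.1 FPKM and 64.6 FPKM, a ratio of 0.899. Gata3, on chromosome 2 from 9857078 to 9890034, had 379.3 FPKM in Tpath2 cells and 320.3 FPKM in ILC2s, a ratio of 1.18. Il1rl1, which encodes ST2 and lies on chromosome 1 from 40429570 to 40465415, had 602.1 FPKM and 473.0 FPKM, a ratio of 1.27. The widest gap was found for Crlf2 on chromosome 5, with 54.4 FPKM in Tpath2 cells and 35.1 FPKM in ILC2s, a ratio of 1.55. All 5 genes were above 10 FPKM in both cell types, and 3 of them were less than 1.2-fold apart. Across the genome, 3889 genes above 10 FPKM in both cell types were less than 1.2-fold apart, and this number rose to 6172 when the minimum was lowered to 1 FPKM. Of the 5 ratios in Fig. 2a, quantile normalization of the 3 samples moved that of Il1rl1 most, from a log2 ratio of 0.348 to 0.465. It also moved the log2 ratio of Gata3 from 0.244 to 0.358, and rescaling each sample to the same sum moved it to 0.275. Both values are beyond 1.2-fold, so that the count of 3 genes depends on the normalization. The paper describes these genes as Th2 response-associated and shared by Tpath2 cells and ILC2s. The legend of Fig. 2a defines shared genes by a difference of less than 1.2-fold.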

In addition, Tpath2 cells and ILC2s share several common Th2 response-associated genes including cell surface markers, cytokines, and transcription factors that have been previously described (*Icos*, *Crlf2*, *Il9r, Il1rl1*, and *Gata3*) (Fig. 2a)^34–36^. Almost all lineage markers detected in Fig. 2a were shared with effector Th2 cells (Supplementary Fig. 2b). 

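For the 9 genes that Fig. 2a lists for Tpath2 cells, the effector Th2 sample was compared with the ILC2 sample in the same way (no replicates). More than 5-fold higher expression than in ILC2s was found for 7 of the 9 genes in Tpath2 cells and for 8 of the 9 genes in effector Th2 cells. When more than 10 FPKM was also required, 6 of the 9 genes passed in Tpath2 cells and 5 passed in both cell types. Cd4 was at 230.1 FPKM in Tpath2 cells and 173.6 FPKM in effector Th2 cells, against 0.118 FPKM in ILC2s. Cd3d was at 291.3 FPKM in Tpath2 cells and 327.3 FPKM in effector Th2 cells, against 1.69 FPKM in ILC2s. Il10 had 87.8 FPKM in Tpath2 cells and 104.8 FPKM in effector Th2 cells. Penk was expressed more highly in effector Th2 cells, at 512.2 FPKM, than in Tpath2 cells, at 82.7 FPKM. Ccl22 was lower in effector Th2 cells, with 2.25 FPKM against 37.1 FPKM in Tpath2 cells. Ctla4 was at 32.6 FPKM in Tpath2 cells, 13.2 FPKM in ILC2s and 99.6 FPKM in effector Th2 cells. Cd79b was higher in ILC2s, at 24.2 FPKM, than in Tpath2 cells, at 3.93 FPKM, or effector Th2 cells, at 4.03 FPKM. Of the 29 genes in the table of Supplementary Fig. 2a, 25 were also more than 5-fold higher in effector Th2 cells than in ILC2s, and 23 of them were above 10 FPKM in effector Th2 cells. Across all genes above 10 FPKM, 77 genes were more than 5-fold higher in Tpath2 cells than in ILC2s, 151 were more than 5-fold higher in effector Th2 cells than in ILC2s, and 42 were on both lists. Against a background of 6969 genes above 10 FPKM in at least 1 sample, 1.67 shared genes would arise by chance (odds ratio 74.7, p = 1.517e-51, one-sided Fisher's exact test across genes). The lists share the ILC2 sample as their denominator, so that their overlap is not independent, and genes are not replicates. A minimum of 1 FPKM changed the overlap most, to 84 genes. The paper states, with reference to Supplementary Fig. 2b, that nearly all of the Fig. 2a markers were shared with effector Th2 cells.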

An analysis of gene ontology by DAVID showed a significant enrichment in immunological processes (Fig. 2b). 

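The legend of Fig. 2b gives a minimum of 10 FPKM in Tpath2 cells and a fold change of at least 10, and does not make clear whether this fold change applies to genes or to gene ontology terms. Taken as a limit for genes, it was met by 55 genes (no replicates), of which 28 encode microRNAs or small nucleolar RNAs and 25 had an ILC2 value of 0. With predicted, clone-named and small RNA genes left out, 26 genes remained, and with a minimum of 1 FPKM there were 102. Gene ontology annotation was not in the files analysed here, so that the enrichment of immunological processes itself was not calculated. Dusp10, with a ratio of 8.74, was not among the 55 genes, and it was among the 77 genes above a limit of 5-fold. Among the genes with a value above 0 in ILC2s, and apart from microRNA and small nucleolar RNA genes, the highest ratios were those of Ndufs5, at 25.6 FPKM and 0.00334 FPKM, Cd4, at 230.1 FPKM and 0.118 FPKM, and Slc6a4, at 21.0 FPKM and 0.0384 FPKM in Tpath2 cells and ILC2s, respectively. Cd40lg on chromosome X was at 104.7 FPKM in Tpath2 cells and 0.280 FPKM in ILC2s. From the gene ontology terms of its list, the paper concludes that genes of immunological processes were enriched.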

Among them, different expression of the genes involved in the pathway of the “MAP kinase tyrosine/serine/threonine phosphatase activity” appeared to be frequently observed in Tpath2 cells but not ILC2s in the molecular function (MF) category (Fig. 2b, MF). 

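The phosphatase category of Fig. 2b was examined through the 24 Dusp genes that are drawn in Fig. 2c. More than 1 FPKM was found for 16 of these genes in Tpath2 cells and ILC2s, and 8 were above 10 FPKM in Tpath2 cells (no replicates). Of these 8 genes, Dusp10 alone was among the 77 genes that were more than 5-fold higher in Tpath2 cells than in ILC2s. With 6104 genes above 10 FPKM in Tpath2 cells as the background, 0.101 genes would be found by chance (odds ratio 11.3, p = 0.0966, one-sided Fisher's exact test across genes). This test covered the genes drawn in Fig. 2c and not the gene ontology category itself, whose annotation was not in the files analysed here. The count remained at 1 gene under every alternative setting, including quantile normalization and a minimum of 1 FPKM. For this category of Fig. 2b, the paper states that differing expression of MAP kinase phosphatase genes appeared to be frequent in Tpath2 cells. It gives the activation of p38 by IL-33 in both cell types as its reason to focus on the DUSP family.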

Since both Tpath2 cells and ILC2s show activation of the p38 MAKP pathway after IL-33 stimulation^34–36^, we focused on the expression of the MAP kinase phosphatases: Dual-specificity phosphatase (DUSP). Dozens of DUSPs family member have been identified in the last several years, and their expression profiles and substrate specificities depend on cell types^37^. Therefore, we compared the expression profiles of DUSPs between Tpath2 cells and ILC2s (Fig. 2c). We detected higher expression of *Dusp10* in Tpath2 cells as compared to ILC2s (Fig. 2c, Supplementary Fig. 2a–c). 

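Dusp10 lies on the + strand of chromosome 1 from 184013302 to 184075636 (GRCm38, GENCODE M21), and its longest annotated transcript has 2792 nucleotides. Its expression was 21.3 FPKM in Tpath2 cells and 2.43 FPKM in ILC2s (no replicates), a ratio of 8.74 with a 95% confidence interval of 7.28 to 10.6 for the sampling of reads (exact Clopper-Pearson method). The values correspond to about 935 reads in Tpath2 cells and 128 reads in ILC2s, as estimated from the read steps. By this ratio, Dusp10 had rank 58 of the 6104 genes above 10 FPKM in Tpath2 cells, and rank 29 when predicted, clone-named and small RNA genes were left out. Because no replicates were available, the ratio was set against the 500 genes nearest to Dusp10 in mean log2 FPKM. Their median log2 ratio was 0.0356 with a spread of 0.348 (scaled median absolute deviation), and Dusp10 had a log2 ratio of 3.13. Only 5 of the 500 genes were as far from the median, all of them in the direction of ILC2s, since the highest log2 ratio among the 500 genes was 2.71. This spread is across genes and mixes measurement noise with real differences. The addition of a pseudocount of 1 FPKM changed the log2 ratio most, to 2.70. The paper takes the difference in Dusp10, together with Fig. 2c and Supplementary Fig. 2a–c, as evidence of higher expression in Tpath2 cells.

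**Figure D2:**
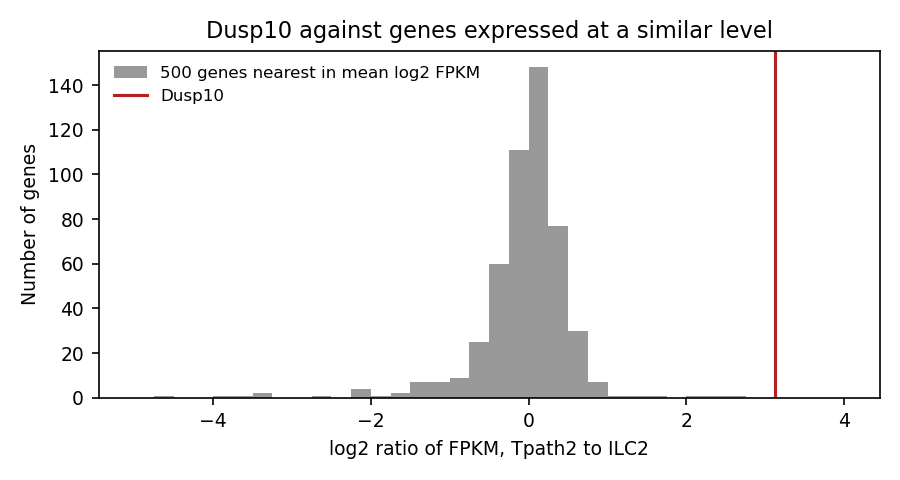
Number of genes (y axis) by log2 ratio of FPKM values in Tpath2 cells to ILC2s (x axis), for the 500 genes nearest to Dusp10 in mean log2 FPKM (grey bars), with Dusp10 as the red line. Dusp10, at 3.13, lies to the right of all 500 genes, which extend from -4.71 to 2.71.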

In addition, *Dusp2* expression was slightly higher in Tpath2 cells. 

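Dusp2, on chromosome 2 from 127336159 to 127338376 (GRCm38), was expressed at 29.5 FPKM in Tpath2 cells and 12.7 FPKM in ILC2s (no replicates). The ratio was 2.32, with a 95% confidence interval of 2.05 to 2.63 for the sampling of reads (exact Clopper-Pearson method, 752 and 389 estimated reads). Effector Th2 cells had a higher value than both, at 39.7 FPKM. The log2 ratio of Tpath2 cells to ILC2s was 1.21, and among the alternatives it shifted furthest, to 1.15, with a pseudocount of 1 FPKM. The interval does not include the variation between cultures, which could not be estimated. The paper describes the difference as slight, and reports that Dusp2 was very low when measured by qPCR. Here Dusp2 was not low next to Dusp10, which was at 21.3 FPKM in Tpath2 cells.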

However, the expression levels of other *Dusp* genes were largely comparable between Tpath2 cells and ILC2s. 

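Besides Dusp10 and Dusp2, 22 Dusp genes are drawn in Fig. 2c. Of these, 14 were above 1 FPKM in both Tpath2 cells and ILC2s, and 8 were at or below 1 FPKM in both (no replicates). The median log2 ratio of Tpath2 cells to ILC2s of the 14 genes was -0.0333, with a standard deviation across genes of 0.424. None of the 14 genes was more than 2-fold apart, 12 were less than 1.5-fold apart and 7 were less than 1.2-fold apart. The most abundant transcripts were close to equal, with 152.1 FPKM and 154.1 FPKM for Dusp1 and 129.1 FPKM and 133.5 FPKM for Dusp6 in Tpath2 cells and ILC2s, respectively. Dusp5 was at 40.4 FPKM and 40.3 FPKM. The largest differences were those of Dusp14, with 7.48 FPKM in Tpath2 cells and 14.4 FPKM in ILC2s, and of Dusp7, with 13.3 FPKM in Tpath2 cells and 7.45 FPKM in ILC2s. For both of these genes the 95% confidence interval for the sampling of reads did not include a log2 ratio of 0 (from -1.20 to -0.694 for Dusp14, and from 0.664 to 1.01 for Dusp7). The same held for Dusp16 (0.256 to 0.516), Dusp11 (-0.222 to -0.0664), Dusp4 (-0.505 to -0.118) and Dusp3 (-0.686 to -0.154). The interval of Dusp11 rests on a longest annotated transcript of 6435 nucleotides. If the reads came from a shorter transcript, there would be fewer of them and the interval would be wider. Whether it would then include 0 was not tested. The intervals of the rest of the 14 genes included 0. When a limit of 1.5-fold replaced that of 2-fold, 4 of the 24 Dusp genes differed in place of 2. The paper describes the expression of these other family members as largely comparable.

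**Figure D3:**
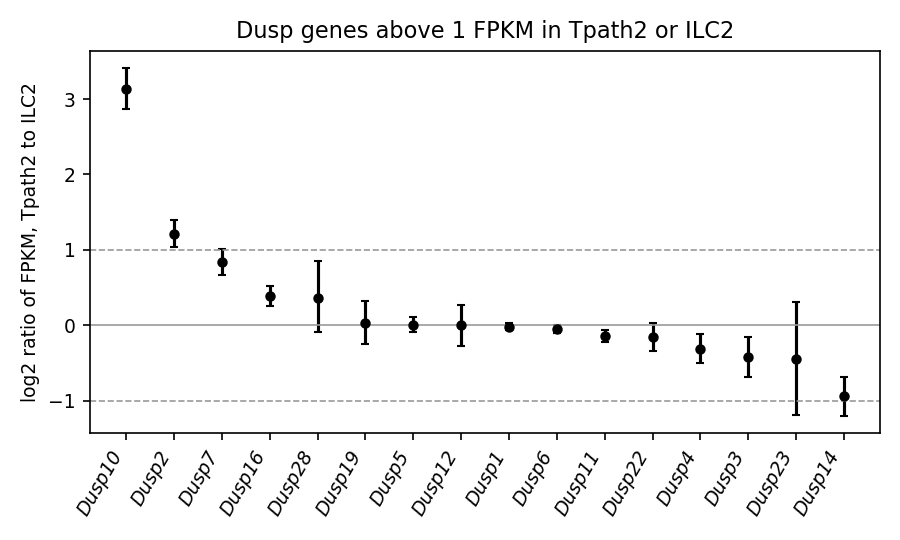
Log2 ratio of FPKM values in Tpath2 cells to ILC2s (y axis) for the 16 Dusp genes above 1 FPKM, ordered by ratio (x axis). Points are the ratios of 1 sample each and bars are 95% confidence intervals for the sampling of reads, estimated from the read steps. Dusp10, at 3.13, and Dusp2, at 1.21, lie above the dashed line that marks a 2-fold difference, and the other genes lie between -0.945 and 0.837.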

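Supplementary Fig. 2d draws 27 upstream kinase genes, of which 7 are Map2k, 15 are Map3k and 5 are Map4k genes. All 27 were found, and 23 were above 1 FPKM in both Tpath2 cells and ILC2s (no replicates). Their median log2 ratio of Tpath2 cells to ILC2s was 0.0903, with a standard deviation across genes of 0.359. None of the 23 genes was more than 2-fold apart, 20 were less than 1.5-fold apart and 12 were less than 1.2-fold apart. Map2k3 on chromosome 11 was at 52.0 FPKM in Tpath2 cells and 53.0 FPKM in ILC2s, whereas Map2k6 on the same chromosome was at 19.0 FPKM in Tpath2 cells and 10.7 FPKM in ILC2s, the highest ratio among the upstream kinases at 1.78. The lowest ratio was 0.620, for Map3k8 on chromosome 18, with 15.7 FPKM and 25.3 FPKM. Map3k5 on chromosome 10 had 20.1 FPKM and 13.0 FPKM, a ratio of 1.55. Of the alternatives for Map2k6, a pseudocount of 1 FPKM had the greatest effect and gave a log2 ratio of 0.776 in place of 0.831.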

We also checked the gene expression profiles of MAPK and upstream kinases involved in MAPK signaling (*Map2k*, *Map3k*, and *Map4k*) (Supplementary Fig. 2d). Genes encoding members of MAPK were equivalently expressed in Tpath2 cells and ILC2s. 

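The heatmap of Supplementary Fig. 2d includes 21 genes with names that begin with Mapk. Of these, 16 were above 1 FPKM in Tpath2 cells or ILC2s (no replicates). Not all of the 16 encode MAP kinases, since Mapk8ip3, Mapkap1, Mapkapk2 and Mapkbp1 are among them. The counts and the median therefore do not describe the MAP kinases alone. The median log2 ratio of Tpath2 cells to ILC2s was 0.0290, and 14 of the 16 genes were less than 1.5-fold apart, 12 of them less than 1.2-fold. Mapk14, which encodes p38α and lies on chromosome 17 from 28691329 to 28748406 (GRCm38), was expressed at 37.7 FPKM in Tpath2 cells and 39.1 FPKM in ILC2s. Mapk3, on chromosome 7, had 57.6 FPKM and 65.7 FPKM. The JNK gene Mapk9 was at 12.2 FPKM and 12.8 FPKM. The 2 genes more than 2-fold apart were both higher in Tpath2 cells and are neighbours on chromosome 15. Mapk11, from 89142486 to 89149628, was at 10.9 FPKM in Tpath2 cells and 3.29 FPKM in ILC2s, a ratio of 3.31. Mapk12, from 89130584 to 89140703, was at 1.11 FPKM and 0.203 FPKM, a ratio of 5.46. Summed over the 4 p38 genes Mapk11, Mapk12, Mapk13 and Mapk14, the values were 50.1 FPKM in Tpath2 cells and 42.7 FPKM in ILC2s, a ratio of 1.17. With a pseudocount of 1 FPKM, the log2 ratio of Mapk12 fell from 2.45 to 0.809, and 1 gene in place of 2 was more than 2-fold apart. From the family as a whole, the paper concludes that MAPK genes were equivalently expressed in both cell types.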

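The position of Dusp10 among all expressed genes differed between the cell types. In Tpath2 cells its 21.3 FPKM exceeded the values of 65.7% of the 10664 genes above 1 FPKM (no replicates). In ILC2s, by contrast, its 2.43 FPKM exceeded the values of 11.3% of 10837 genes. Among the 24 Dusp genes of Fig. 2c, Dusp10 had rank 6 in Tpath2 cells and rank 15 in ILC2s. It made up 4.53% of the summed FPKM of these genes in Tpath2 cells and 0.549% in ILC2s. In effector Th2 cells Dusp10 was at 12.3 FPKM, with rank 7 among the Dusp genes. Its share of their summed FPKM was 5.59% there, higher than in Tpath2 cells. The ratio of Tpath2 cells to effector Th2 cells was 1.72, with a 95% confidence interval for the sampling of reads of 1.53 to 1.94, and the ratio of effector Th2 cells to ILC2s was 5.08, with an interval of 4.17 to 6.26 (exact Clopper-Pearson method, 409 and 128 estimated reads). The log2 ratio of effector Th2 cells to ILC2s was 2.34, and a pseudocount of 1 FPKM had the largest effect and lowered it to 1.96. From the comparison of Tpath2 cells with ILC2s, the paper concludes that Dusp10, which it describes as a negative regulator of p38 signaling, was expressed selectively and substantially in Tpath2 cells but not in ILC2s.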

These results indicate that *Dusp10*, known to be a negative regulator for p38 signaling was selectively and substantially expressed in Tpath2 cells but not in ILC2s.

**Fig. 2:**
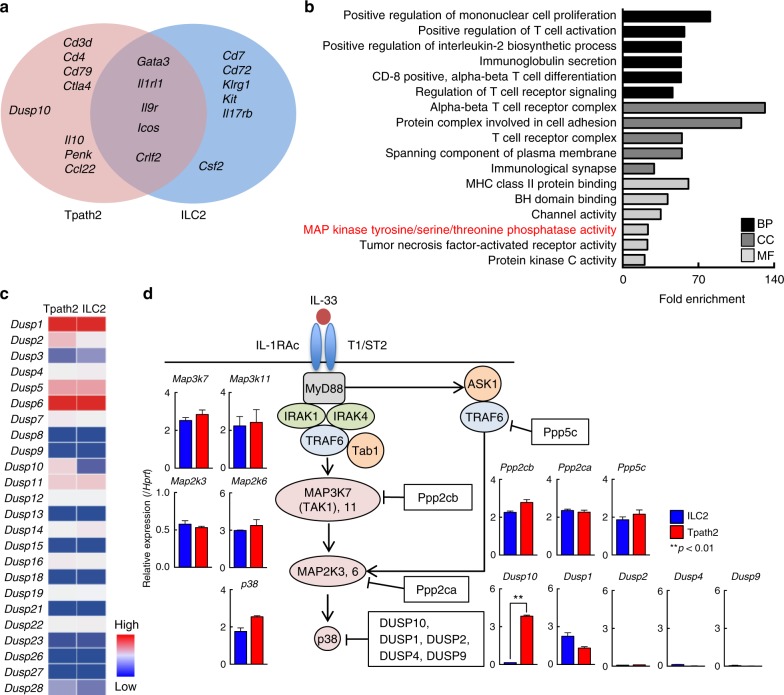
Preferential expression of *Dusp10* in Tpath2 cells. **a**–**d** Resting Tpath2 cells and ILC2s were used in RNA-sequencing. Cells isolated from spleens of memory Th2 mice (as shown in Supplementary Fig. 1a). After cultivation with IL-7, IL-25 plus IL-33 for 5 days, cells were rested with IL-7 alone for 24 h and analyzed by RNA-sequencing. **a** Venn diagram shows the genes preferentially expressed in Tpath2 cells and ILC2s. Immune response-related genes (GO0006955) preferentially expressed by unstimulated Tpath2 cells (Red) or unstimulated ILC2s (Blue) (>5-fold difference), or genes shared by the two (Purple) (<1.2-fold difference) are shown. Transcripts expressed above 10 fragments per kilobase of exon per million reads mapped (FPKM) are shown. **b** Gene Ontology analysis of genes that are expressed more highly in Tpath2 cells as compared to ILC2s. Graph shows folds change of indicated GO terms based on sub-categories including biological process (BP), cellular component (CC), and molecular function (MF) in Tpath2 cells to ILC2s (False discovery rate < 0.05). *X*-axis shows the number of fold-change (*p* < 0.02, fold change of at least 10, BP biological process, CC cellular component, MF molecular function). Transcripts expressed above 10 FPKM in Tpath2 cells were used. **c** A heatmap of genes distinctly expressed between Tpath2 cells and ILC2s in the category of MAP kinase phosphatase activity as in **b**. **d** Quantitative RT-PCR analysis of the kinases and phosphatases related to IL-33–ST2 signaling pathway in Tpath2 cells and ILC2s. Two independent experiments were performed and showed similar results (**a**–**c**). More than three independent experiments were performed and showed similar results (**d**) (**p < 0.01). Three technical replicates were performed with quantitative RT-PCR (**d**)

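On the ILC2 side, 114 genes above 10 FPKM in ILC2s were more than 5-fold higher than in Tpath2 cells (no replicates), of which 26 encode microRNAs or small nucleolar RNAs and 31 had a Tpath2 value of 0. Fig. 2a lists 6 genes for ILC2s, and 5 of them were among the 114. Csf2, on chromosome 11 from 54247271 to 54249667, was at 243.4 FPKM in ILC2s and 17.4 FPKM in Tpath2 cells. Il17rb on chromosome 14, which encodes a subunit of the IL-25 receptor, was at 37.1 FPKM in ILC2s and 5.87 FPKM in Tpath2 cells. For Cd7 the values were 25.5 FPKM and 0.418 FPKM, and for Kit they were 16.1 FPKM and 0.306 FPKM. Cd72 on chromosome 4 was 8.03-fold higher in ILC2s. Klrg1 on chromosome 6 was at 173.3 FPKM in ILC2s and 115.6 FPKM in Tpath2 cells, a ratio of 1.499. The 114 genes also include the mast cell protease genes Mcpt4, at 17.9 FPKM, and Cma1, at 21.3 FPKM in ILC2s. RNA from such cells could not be separated from that of ILC2s for any gene on the list, Kit included. On the Tpath2 side, 77 genes passed the same limits, including 6 of the 9 genes of Fig. 2a. Lowering the minimum to 1 FPKM had the largest effect on both lists and gave 307 genes for ILC2s and 153 for Tpath2 cells.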

To quantitatively confirm these findings at the transcriptional level, we next analyzed mRNA expression of *Dusp* family members including *Dusp10*, other phosphatases of MAPK and their substrates in freshly prepared Tpath2 cells and ILC2s. We found that the expression of *Dusp10* in Tpath2 cells was much higher than ILC2s, as was detected by RNA-sequencing analysis (Fig. 2d). Similar results were obtained from assessment of expression of *Dusp10* in ST2^hi^ MPCD4 T cells (Supplementary Fig. 2e). We also examined the expression level of *Dusp10* in effector Th1, Th2, Th17, ILC1s, and ILC3s, and detected lower levels of *Dusp10* in effector Th1, Th2 and Th17 cells as compared to Tpath2 cells. Interestingly, the expression level of *Dusp10* was considerably higher in ILC1s and ILC3s compared to ILC2s (Supplementary Fig. 2f). The expression of other phosphatases, other *Dusp* members, and their substrates was almost equivalent between Tpath2 cells and ILC2s (Fig. 2d). *Dusp2* showed higher expression in Tpath2 cells as compared to ILC2s in Fig. 2c, but the expression level assessed by qPCR analysis was very low. Similarly, IL-33–ST2 signaling-associated kinases including *Myd88*, *Irak1*, *Irak4*, *Traf6*, and *Tab1* were expressed equally in Tpath2 cells and ILC2s (Supplementary Fig. 2g). These results led us to postulate that DUSP10 negatively regulates IL-33–ST2 signaling and IL-33-induced cytokine production in Tpath2 cells.

### Deletion of *Dusp10* increases IL-5 production in Tpath2 cells

We next assessed the phosphorylation levels of p38 in ILC2s and Tpath2 cells stimulated with IL-7 plus IL-33 or PMA with Ionomycin. Phosphorylation of p38 was clearly induced by IL-7 plus IL-33 in ILC2s (Fig. 3a, b, *n* = 3 for each group, *p < 0.05), while the level of IL-7/33-induced phosphorylation of p38 was marginal in Tpath2 cells. These results indicate that IL-33-induced p38 phosphorylation was impaired in Tpath2 cells as compared to ILC2s. Next, to assess the role of *Dusp10* in IL-33-induced IL-5 production in Tpath2 cells, we established a CRISPR/Cas9-mediated genome editing system in memory Th2 cells (Supplementary Fig. 3a). As shown in Fig. 3c, d, we checked the genome sequence of *Dusp10* or protein levels of DUSP10 in edited Tpath2 cells and confirmed that the usage of single-guide RNA for *Dusp10* effectively resulted in the genome editing of *Dusp10*. We found that CRISPR/Cas9-mediated genetic deletion of *Dusp10* enhanced the production of IL-5 and IL-13 by Tpath2 cells in response to IL-7 plus IL-33 (Fig. 3e, *n* = 3 for each group, *p < 0.05). We confirmed the upregulation of *Il5* and *Il13* mRNA expression in *Dusp10*-deficient Tpath2 cells in response to IL-7 plus IL-33 (Fig. 3f). The protein levels of IL-5 and IL-13 were augmented in *Dusp10*-deficient Tpath2 cells in response to IL-7 plus IL-33 (Fig. 3g). We also addressed the role of DUSP10 in IL-7/33-induced p38 phosphorylation in Tpath2 cells, and enhanced levels of phospho-p38 was detected following deletion of *Dusp10* (Fig. 3h, *n* = 4 for each group, *p < 0.05). Furthermore, we induced over-expression of *Dusp10* in Tpath2 cells using a retrovirus gene introduction system, and as expected, this reduced the number of IL-7/33-induced IL-5^+^ memory Th2 cells (Supplementary Fig. 3b and c). Thus, these results indicate that DUSP10 negatively regulates the phosphorylation of p38 MAPK leading to the inhibition of IL-33-induced IL-5 and IL-13 production in Tpath2 cells.

**Fig. 3:**
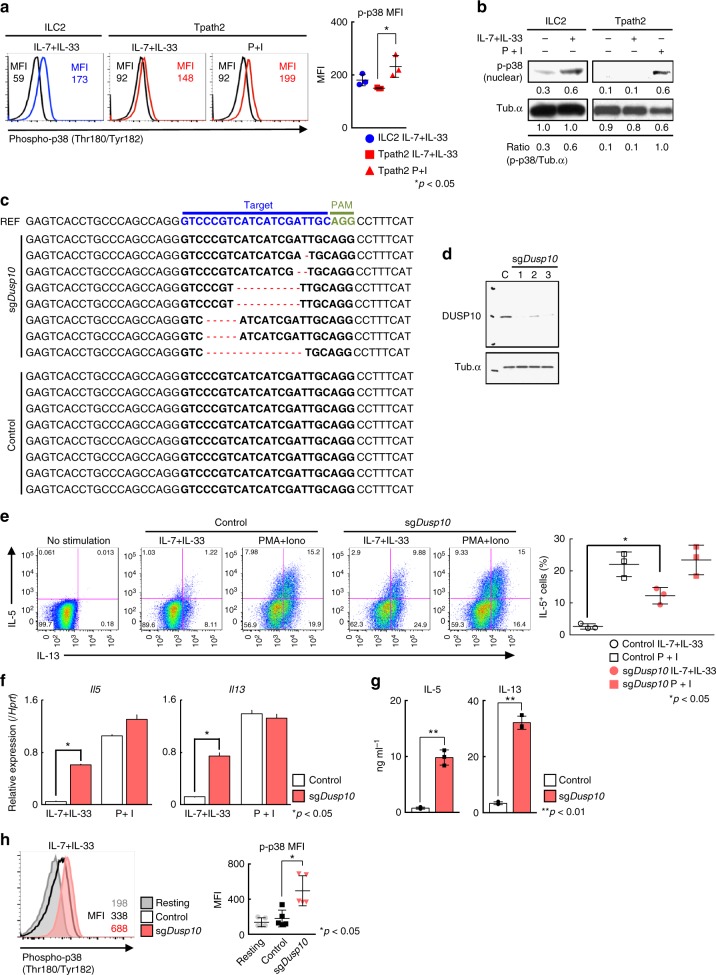
Deletion of *Dusp10* increases IL-5 production in Tpath2 cells. **a** Intracellular staining profiles of phospho-p38 in Tpath2 cells and ILC2s purified from memory Th2 mice (as shown in Supplementary Fig. 1a) after stimulation with PMA plus Ionomycin (P + I) or IL-7 plus IL-33 (IL-7 + IL-33) for 30 min. The number in the histogram represents MFI. Black line shows non-stimulated cells. Graph shows mean MFI ± SD values of phospho-p38 in stimulated cells (*n* = 3, separately). **b** Phosphorylated p38 (p-p38) and Tub.α in Tpath2 cells and ILC2s after stimulation with P + I, or IL-7 + IL-33 for 30 min. Band intensities were measured with a densitometer. The arbitrary ratio of the intensity of p-p38 to that of tubulin is shown. **c** Deletion patterns of the *Dusp10* locus in control Tpath2 cells and sg*Dusp10*-treated Tpath2 cells. Reference (REF) sequence is shown on top of clonal sequences from each population with sgRNA target (blue) and PAM (green) sequences indicated. Red dashes denote deleted bases. **d** DUSP10 in sg*Dusp10*-treated Tpath2 cells. C refers to Cas9 Ctrl Tpath2 cells. An antibody to tubulin (Tub) was used as a loading control. **e**) Intracellular staining profiles of IL-5 and IL-13 in sg*Dusp10*-treated Tpath2 cells (sg*Dusp10*) and non-targeted Tpath2 cells (Control) are shown. The cells were stimulated with indicated stimuli for 6 h. The percentages of IL-5 positive Tpath2 cells are shown (mean ± SD; *n* = 3 for each group). **f** Quantitative RT-PCR analysis of *Il5* and *Il13* in edited cells and control cells after indicated stimulation for 4 h. Relative expression (normalized to *Hprt*) is shown with standard deviation. **g** ELISA analysis of the indicated cytokines from Tpath2 cells. 1 × 10^4^ cells were stimulated with indicated stimuli for 48 h. **h** Intracellular staining of phospho-p38 in *Dusp10* edited cells and control after stimulation with IL-7 plus IL-33 for 30 min. Gray filled histogram shows isotype control staining. Graph shows mean MFI ± SD values of phospho-p38 in each edited cells (*n* = 5, separately). Three independent experiments were performed and showed similar results (**a**–**h**) (**p < 0.01, *p < 0.05). Three technical replicates were included in **f** and **g**

### Induction of *Dusp10* suppresses IL-5 production in ILC2

Next, we tested whether expression of *Dusp10* affects IL-33-induced Th2 cytokine production in ILC2s. ILC2s were infected with a retrovirus containing the human *NGFR* and *Dusp10*, and IL-7/33-induced cytokine production was assessed (Fig. 4a). The expression of human *NGFR* reflects the efficiency of gene transduction (Fig. 4b and Supplementary Fig. 4a). It has been reported that a single amino acid change (Cysteine to Serine) in the phosphatase domain of DUSP10 abrogated its phosphatase activity, and therefore we also included this mutant (C409S) form of DUSP10 in the assays^38^ (Fig. 4a–c). We confirmed that the levels of cell surface and mRNA expression of *Il1rl1* in ILC2s were not dramatically changed by enforced expression of *Dusp10* (Supplementary Fig. 4b and c). Enforced expression of *Dusp10* in ILC2s suppressed the production of IL-5 and IL-13 to similar levels as that observed in ILC2s treated with a p38 inhibitor, SB203580 (Fig. 4c, *n* = 3 for each group, *p < 0.05). Interestingly, the *Dusp10* C409S mutant did not affect cytokine production from ILC2s (Fig. 4c, far right). Similarly, mRNA expression of *Il5* and *Il13* in *Dusp10*-overexpressing ILC2s after IL-33 stimulation were significantly lower than the levels detected in control and *Dusp10* C409S mutant groups (Fig. 4d). Protein expression levels of IL-5 and IL-13 were also assessed by ELISA, and similar results were obtained (Fig. 4e). We further demonstrated the effect of *Dusp10* on the phosphorylation status of p38 in ILC2s. Phosphorylation of p38 was induced by IL-33 plus IL-7 stimulation in ILC2s (Fig. 4f, upper panel). The levels of phospho-p38 were lower in *Dusp10*-overexpressing ILC2s as compared to Mock (empty vector)-infected ILC2s with or without IL-7 plus IL-33 stimulation (Fig. 4f, g). Thus, these results indicate that DUSP10 negatively regulates the phosphorylation of p38 MAPK leading to the inhibition of IL-33-induced IL-5 and IL-13 production in ILC2s.

**Fig. 4:**
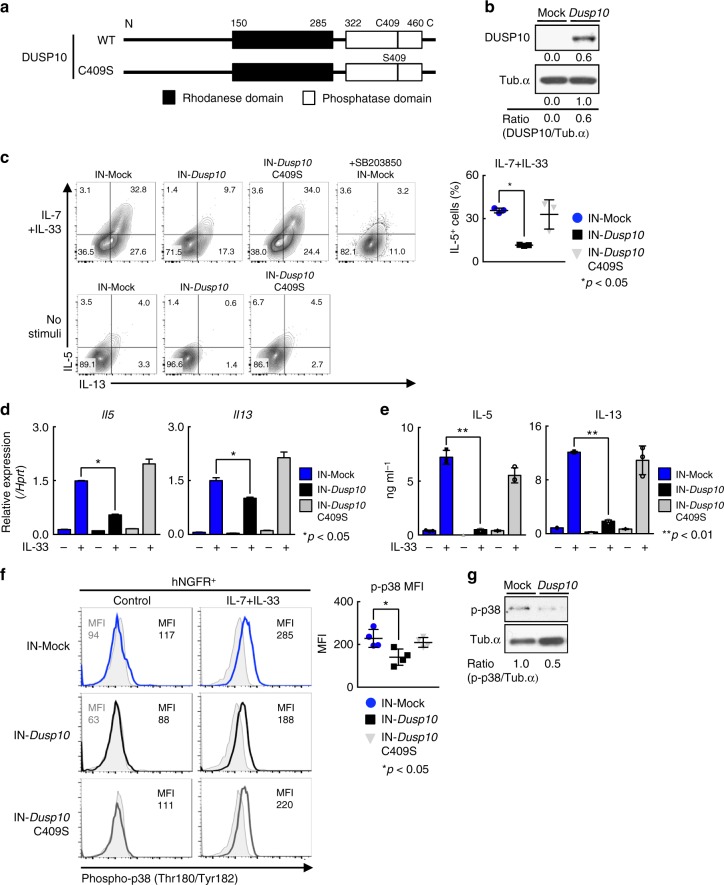
Induction of *Dusp10* suppresses IL-5 production in ILC2. **a** Schematic representation of wild-type *Dusp10* (WT) and C409S mutant. **b**–**g** Freshly prepared ILC2s purified form the spleen of IL-33-injected BALB/c mice were infected with a Mock (empty vector), *Dusp10*, or C409S mutant-IRES-hNGFR-containing retrovirus and then cultured with IL-7, IL-25 and IL-33. 5 days after infection, hNGFR-positive ILC2 cells were enriched by cell sorting. **b** Western blot analysis of DUSP10 in freshly prepared ILC2s and *Dusp10*-overexpressing ILC2s. The arbitrary ratio of the intensity of DUSP10 to that of tubulin is shown. **c** Freshly prepared ILC2s were infected with a *Dusp10*, or C409S mutant-IRES-hNGFR-containing retrovirus and then cultured with IL-7, IL-25, and IL-33. 5 days after infection, intracellular-staining profiles of IL-5 and IL-13 in hNGFR^+^ ILC2s are shown. Cells were purified and then stimulated with IL-7 plus IL-33 for 6 h with or without 30 min treatment of SB203850 before stimulation. The percentages of IL-5 positive cells in hNGFR^+^ ILC2s were shown (mean ± SD; *n* = 3 for each groups). **d** Quantitative RT-PCR analysis of *Il5* and *Il13* in hNGFR^+^ ILC2s. Cells were stimulated with IL-7 plus IL-33 for 4 h. **e** ELISA analysis of the culture supernatant from 3 × 10^4^ cells of hNGFR^+^ ILC2s. Those cells were sorted as in **d**, and then stimulated with IL-7/33 for 12 h. **f** Intracellular-staining of phospho-p38 of hNGFR^+^ ILC2s after stimulation with IL-7 + IL-33 for 30 min. Mock represents empty vector introduction. Graph shows mean MFI ± SD values of phospho-p38 in hNGFR^+^ ILC2s (*n* = 4), separately. **g** Phosphorylated p38 (p-p38) in freshly prepared ILC2s with *Dusp10*-overexpression after stimulation with IL-7 + IL-33 for 30 min. The arbitrary ratio of the intensity of p-p38 to that of tubulin is shown. More than four independent experiments were performed and showed similar results (**b**–**g**) (**p < 0.01; *p < 0.05; Mann–Whitney *U* test; **b**–**g**). **d**, **f**, **g** Three technical replicates were performed with quantitative RT-PCR and ELISA analysis

### DUSP10 suppresses the transcriptional activity of GATA3

GATA3 is known to bind to the *Il5* promoter and control its activity in memory-type pathogenic Th2 cells^22^. In addition, phosphorylation of GATA3 by p38 is critical for Th2 cytokine production by Th2 cells and ILC2s^28,39^. To identify the molecular mechanism by which DUSP10 negatively controls IL-33-induced IL-5 and IL-13 production via the inhibition of p38 phosphorylation, we sought to demonstrate the activation of GATA3 and possible physical association of GATA3 with p38 in the presence or absence of DUSP10. Physical association of GATA3 with p38 was easily detected in the precipitates from 293T cells transfected with GATA3 (Fig. 5a, lane 2), and the DUSP10 molecule was also associated with p38 (Fig. 5a, lanes 3 and 4). However, the association between GATA3 and p38 was abrogated in the presence of DUSP10 (Fig. 5a, lane 4). The association among DUSP10, GATA3, and p38 appeared to not be dependent on IL-33, since IL-33 was not added to the cells. Having shown that DUSP10 and p38 can interact, we next assessed the effect of DUSP10-overexpression on the levels of phospho-GATA3 and phospho-p38. While phospho-GATA3 was easily detected together with phosphorylation of p38 in the absence of DUSP10 (Fig. 5b, lane 2), the levels of phospho-GATA3 and phoshpo-p38 were dramatically reduced in the presence of DUSP10 (Fig. 5b, lanes 3 and 4). Total amounts of GATA3 and p38 were not changed in the presence or absence of DUSP10 (Fig. 5b). These results indicate that DUSP10 suppresses phosphorylation of GATA3 through the inhibition of p38 phosphorylation. We also examined the phosphorylation of GATA3 in Tpath2 cells and ILC2s. We detected strong induction of phospho-GATA3 in the nuclear fraction of Tpath2 cells following stimulation with PMA and Ionomycin (Fig. 5c, right), while the levels were moderate after stimulation with IL-7 plus IL-33 (Fig. 5c, middle). Phospho-GATA3 was easily detected in ILC2s stimulated with IL-7 plus IL-33 (Fig. 5d, left), while the phopho-GATA3 was decreased by the transduction of *Dusp10* under IL-7/33 stimulated conditions (Fig. 5d, right). These results indicate that DUSP10 plays a critical role in the inhibition of IL-33-induced phosphorylation of GATA3 in primary cells.

**Fig. 5:**
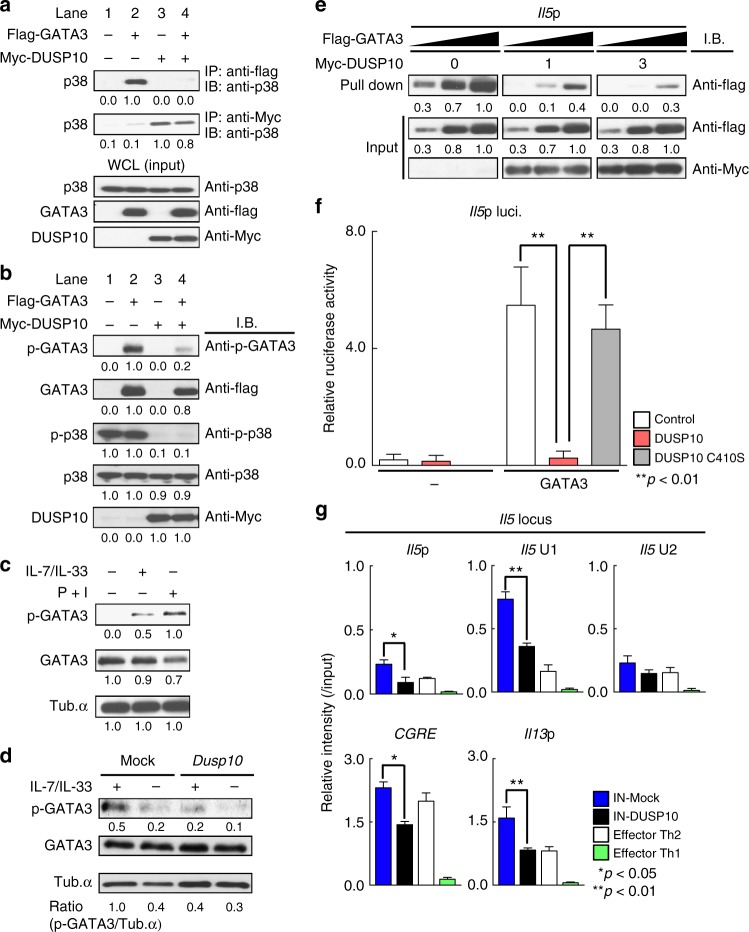
DUSP10 suppresses the transcriptional activity of GATA3. **a**, **b** 293T cells were transfected with Myc-tagged DUSP10 or Flag-tagged GATA3. **a** Immunoprecipitation assay was performed with anti-Myc or anti-Flag. Immunoblotting of whole-cell lysates is also shown as a control (Input). **b** The phosphorylated GATA3 (p-GATA3), total GATA3 (GATA3), phosphorylated p38 (p-p38), total p38 (p38) and total DUSP10 (DUSP10) in whole fraction. **c** The phosphorylated GATA3 (p-GATA3) and total GATA3 (GATA3) in the nuclear fraction from Tpath2 cells. Tpath2 cells were stimulated with P + I, or IL-7 + IL-33 for 30 min. **d** The phosphorylated GATA3 (p-GATA3) and total GATA3 (GATA3) in the nuclear fraction from *Dusp10*-overexpressing ILC2s shown in Fig. 4b. ILC2s were stimulated with IL-7 + IL-33 for 30 min. The arbitrary ratio of the intensity of p-GATA3 to that of tubulin was shown. **e** 293 T cells were transfected with Myc-tagged DUSP10 or Flag-tagged GATA3, and total extracts were subjected to a pull-down assay using *Il5* promoter oligonucleotide as described in the Supplementary information. Immunoblotting of total cell lysates is also shown (Input). The *x-*axis of GATA3 refers to the amounts of cell lysates (3-fold doses; DNA-precipitants and input samples) that were blotted with anti-Flag Ab. Band intensities were measured with a densitometer and arbitrary densitometric units are shown (**a**–**e**). **f** Reporter assays with the *Il5* promoter were performed using the *Dusp10*-transfected D10.G4.1 Th2 cell line. The mean values with standard deviations of relative luciferase activity of three different experiments are shown. **g** A ChIP assay was performed with anti-GATA3 at the *Il5* gene locus, *CGRE* and *Il13*p in Control- or *Dusp10*-overexpressing ILC2s as shown in Fig. 4b, and effector Th1 cells and effector Th2 cells. **a**–**g** Three independent experiments were performed with similar results (**p < 0.01; *p < 0.05; Mann–Whitney *U* test; **f**, **g**). Three technical replicates were performed for reporter (**f**) and ChIP (**g**) assays

To assess the effect of DUSP10 on the DNA-binding activity of GATA3, a pull-down assay with the *Il5*p sequence was performed. In the presence of DUSP10, the binding of GATA3 to the *Il5*p was substantially decreased in a dose-dependent manner (Fig. 5e). We also performed the DNA pull-down assay by adding a mutant oligonucleotide (a mutant *Il5*p oligonucleotide that GATA3 cannot bind) as a negative control (Supplementary Fig. 5). Furthermore, the suppressive effect of DUSP10 on *Il5*p activity was assessed. As expected, *Dusp10* WT efficiently suppressed GATA3-induced *Il5*p activity, however, the *Dusp10* C409S mutant did not (Fig. 5f). To test the effect of DUSP10 on GATA3 binding to the Th2-cytokine gene loci in ILC2s, we next performed a ChIP assay with *Dusp10*-overexpressing ILC2s (Fig. 5g). At the *Il5* locus, the binding of GATA3 to the *Il5*p and *Il5* U1 region was reduced by the enforced expression of *Dusp10* in ILC2s (Fig. 5g, top panel, *n* = 4, *p < 0.05, **p < 0.01). In addition, GATA3 binding to the *CGRE* and *Il13*p was reduced by the induction of *Dusp10* in ILC2s (Fig. 5g, bottom panel, *n* = 4, *p < 0.05, **p < 0.01). These results indicate that DUSP10 inhibited the binding of GATA3 to the *Il5*p and *Il13*p and reduced the ability of GATA3 to transcriptionally activate the *Il5*p.

### DUSP10 controls IL-33-induced airway inflammation in vivo

In order to investigate the physiological consequences of DUSP10-mediated regulation of IL-33-induced IL-5 production, we used an ILC2-dependent papain-induced airway inflammation model, as illustrated in Supplementary Fig. 6a–c. ILC2s were purified from Thy1.1^+^ BLAB/c mice after IL-33 administration for consecutive 5 days, and Mock- or *Dusp10*-containing retrovirus were transduced. Retrovirally-transduced *Dusp10*-expressing ILC2s were then purified by cell sorting and were transferred into Thy1.2^+^ BALB/c *nu/nu* mice. In order to deplete intrinsic ILC2s in BALB/c *nu/nu* recipient mice, we administrated Thy1.2 antibody on days 0, 1, and 3. We examined the effect of the depletion of ILC2s on papain-administered mice, in which Thy1.2^+^ILC2s were depleted by the administration of Thy1.2 antibody (62.4 to 2.3% in Lin^−^CD127^+^ population in the lung) (Supplementary Fig. 6b). We also assessed bronchoalveolar lavage (BAL) fluid 24 h after the last papain administration, and the numbers of infiltrated eosinophils in the BAL fluid were found to be almost completely abrogated by the depletion of ILC2s (Supplementary Fig. 6c). Thus, in this system, the contribution of host Thy1.2^+^ILC2s to the eosinophilic inflammation was very low. Using this system, we found that the group that received *Dusp10*-overexpressing ILC2 (*Dusp10*-ILC2s) cells showed a significant decrease in the number of inflammatory eosinophils in the BAL fluid compared to the group that received non-transduced ILC2 (Mock-ILC2s) cells (Fig. 6a, *n* = 5 for each group, **p < 0.01). Histological analysis revealed a similar reduction in mononuclear cell infiltration into the peribronchiolar regions of the lungs (Fig. 6b). Periodic acid-Schiff (PAS) staining also showed decreased production of mucus in the *Dusp10*-ILC2s group compared to the Mock-ILC2s group (Fig. 6c). Hence, *Dusp10*-overexpressing ILC2s were rendered unable to induce eosinophilic airway inflammation induced by papain administration.

**Fig. 6:**
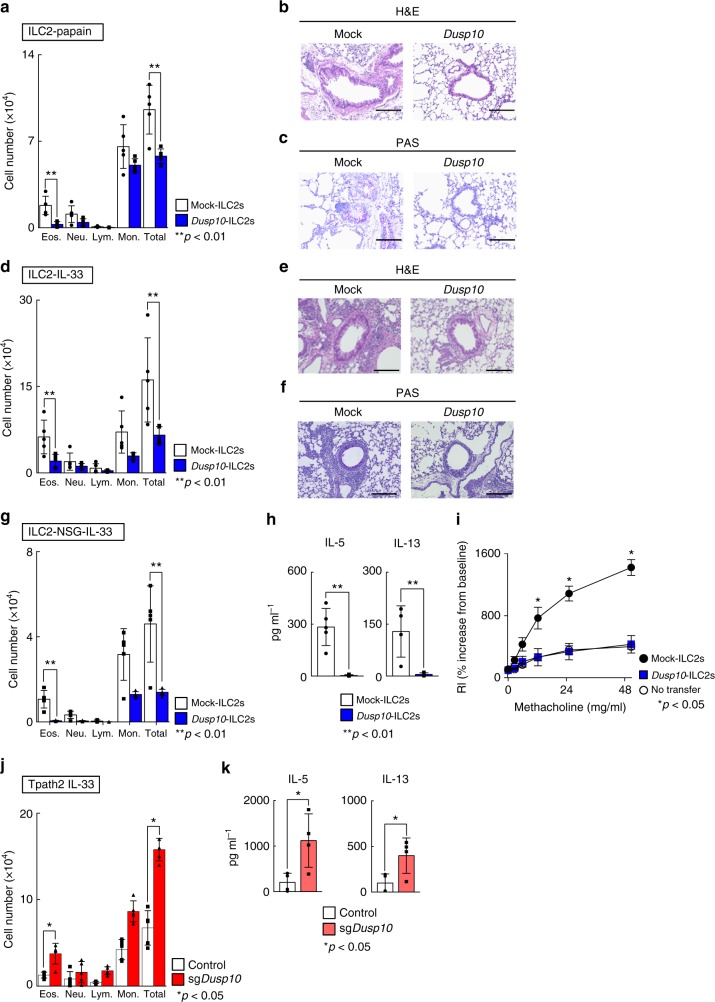
DUSP10 controls IL-33-induced airway inflammation in vivo. **a** The absolute cell numbers of eosinophils (Eos), neutrophils (Neu), lymphocytes (Lym), and monocytes (Mono) in the BAL fluid collected from mice treated with papain as described in Supplementary Fig. 6d are shown. Mean values (five mice per group) are shown with standard deviations. **b**, **c** Lung tissue sections were fixed and stained with H&E (**b**) or PAS (**c**). A representative staining pattern is shown. Scale bars represent 100 μm. **d** The absolute numbers of leukocytes in the BAL fluid collected from mice treated with rmIL-33 as described in Supplementary Fig. 6d are shown. Samples were collected 24 h after the last intranasal IL-33 administration. Mean values (five mice per group) are shown with standard deviations. **e**, **f** Lung tissue sections were fixed and stained with H&E or PAS. A representative staining pattern is shown. Scale bars represent 100 μm. **g** The absolute numbers of leukocytes in the BAL fluid collected from NSG mice treated with rmIL-33 as described in Supplementary Fig. 6e are shown. **h** ELISA of the indicated cytokines in the BAL fluid from each experimental group shown in **g**. **i** Lung resistance (RL) was assessed in response to increasing doses of methacholine. The mean values (four mice in Mock-ILC2s and No transfer group, five mice in *Dusp10*-ILC2s transfer group, respectively) are shown with SDs. **j** The absolute numbers of leukocytes in the BAL fluid collected from mice transferred with *Dusp10*-deficient Tpath2 cells and then treated with rmIL-33 as described in Supplementary Fig. 6g are shown. **k** ELISA of the indicated cytokines in the BAL fluid from each experimental group shown in **j**. Two independent experiments were performed and showed similar results (**p < 0.01; *p < 0.05; Mann–Whitney *U* test). Three technical replicates were included in ELISA on the BAL fluid samples

Papain is known to induce IL-33 release and also promote production of other tissue checkpoint cytokines including TSLP^18^. To more directly evaluate the role of DUSP10 in IL-33-induced airway inflammation, we next administrated IL-33 directly to the mice. Intranasal administration of IL-33 induces acute airway eosinophilic inflammation independent of T and B cells that is largely dependent on innate cells including ILC2s^40^. To assess whether inflammation induced by IL-33 administration could be reduced by the transduction of *Dusp10* into ILC2s, we next transferred *Dusp10*-ILC2s into BALB/c *nu/nu* mice, similar to Supplementary Fig. 6a, followed by administration of IL-33 to the mice intranasally for 3 consecutive days (Supplementary Fig. 6d). As expected, the *Dusp10*-ILC2 group showed a significant decrease in the number of inflammatory eosinophils in the BAL fluid as compared to the Mock-ILC2s group (Fig. 6d, *n* = 5 for each group, **p < 0.01). Similarly, histological analysis of lung tissue showed a considerable reduction in mononuclear cell infiltration into the peribronchiolar regions, as was observed during papain-induced inflammation (Fig. 6e). PAS staining also showed decreased mucus production in the *Dusp10*-ILC2 group (Fig. 6f). We further transferred *Dusp10*-ILC2s into NOD.Cg-*Prkdc*^*scid*^*Il2rg*^*tm1Wjl*^/SzJ (NSG) mice, which lack NK cells, T cells, B cells and ILCs (Supplementary Fig. 6e). Significantly decreased infiltration of eosinophils into the BAL fluid (Fig. 6g, *n* = 5 for each group, **p < 0.01), and decreased IL-5 and IL-13 production in the BAL fluid (Fig. 6h, *n* = 5 for each group, **p < 0.01) were observed in the *Dusp10*-ILC2 group compared Mock-ILC2s group (Fig. 6g, h). We also analyzed the degree of AHR in the allergy-induced mice, which received Mock- or *Dusp10*-ILC2s, by measuring methacholine-induced airflow obstruction with a mechanical ventilator. The degree of AHR in mice that received *Dusp10*-ILC2s was lower than that of mice that received Mock-ILC2s (Fig. 6i, *n* = 4 or 5 for each group, *p < 0.05). Consistent with these observations, *Muc5ac* mRNA expression in the lung tissue was also decreased in mice that received *Dusp10*-ILC2s without affection the expression levels of *Gata3* and *Il1rl1* (Supplementary Fig. 6f). Thus, IL-33-induced ILC2-dependent eosinophilic inflammation is ameliorated by the transduction of *Dusp10*.

Finally, we further examined the effect of CRISPR/Cas9-mediated genome editing of *Dusp10* on Tpath2 cell function and the ability of Tpath2 cells to induce IL-33-induced eosinophilic airway inflammation in vivo. We generated *Dusp10*-deficient Tpath2 cells using the CRISPR/Cas9 system as illustrated in Supplementary Fig. 6g. *Dusp10*-deficient Tpath2 cells were transferred intravenously into NSG mice. We then administered IL-33 to these mice intranasally and monitored development of airway inflammation after transfer of *Dusp10*-sufficient and *Dusp10*-deficient Tpath2 cells. Cas9-mediated knockout of *Dusp10* in Tpath2 cells resulted in a significant increase in the number of inflammatory eosinophils in the BAL fluid as compared to the control group (Fig. 6j, k, *n* = 5 for each group, *p < 0.05). Taken together, these in vivo results demonstrate that DUSP10 is responsible for the differential ability of ILC2 and Tpath2 cells to directly respond to IL-33. Moreover, DUSP10 constrains IL-33-induced eosinophilic airway inflammation by modulating cytokine production by Tpath2 cells and ILC2s.

## Discussion

Here, we have identified a mechanism that regulates a fundamental difference between the innate and adaptive immune system. Acquired, or adaptive immunity depends on T cells that require recognition of cognate antigen via their TCR to induce cytokine production and effector function. In contrast, innate lymphoid cells can be activated and can produce effector cytokines in response to direct exposure to signals such as IL-33. We show that Dual-specificity phosphatase (DUSP) 10, a MAP kinase phosphatase, is a central regulatory molecule that is responsible for the inability of adaptive T cells to produce cytokines in an innate-like fashion. *Dusp10* is highly expressed in Tpath2 cells but expression is very low in ILC2s. DUSP10 inhibits IL-33-induced p38 MAPK phosphorylation resulting in impaired GATA3 phosphorylation and GATA3-mediated transcriptional upregulation of Th2 cytokines. These findings may explain why Tpath2 cells do not produce IL-5 and IL-13 in response to IL-33 even though they express high levels of IL-33 receptor ST2. Genome editing of *Dusp10* resulted in increased production of IL-5 and IL-13 in Tpath2-like cells after stimulation with IL-33. In contrast, enforced expression of *Dusp10* in ILC2s inhibited IL-33-induced IL-5 and IL-13 production. Furthermore, deletion of *Dusp10* in Tpath2 cells or forced expression of *Dusp10* in ILC2s resulted in exacerbated or attenuated allergic responses in the airway, respectively. Thus, DUSP10 constrains IL-33-induced Th2 cytokine production by Tpath2 cells and ILC2s via the inhibition of the p38-GATA3 activation pathway, and regulating DUSP10 activity could represent a new therapeutic target for the treatment of allergic inflammation induced by Tpath2 cells and ILC2s.

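Of the 24 Dusp genes of Fig. 2c, the same 16 were above 1 FPKM in Tpath2 cells and in ILC2s (no replicates). In Tpath2 cells, 8 of them exceeded 10 FPKM. Dusp1, at 152.1 FPKM in Tpath2 cells and 154.1 FPKM in ILC2s, and Dusp6, at 129.1 FPKM and 133.5 FPKM, had the highest values among the genes less than 2-fold apart. Dusp11 followed the same pattern at a lower level, with 23.2 FPKM and 25.7 FPKM. Lower values were found for Dusp16, with 12.6 FPKM in Tpath2 cells and 9.60 FPKM in ILC2s, and for Dusp4, with 8.58 FPKM and 10.6 FPKM. Rescaling each sample to the same sum changed the log2 ratio of Dusp1 most, from -0.0184 to 0.0134. From this joint expression the paper proposes that these DUSPs take part in the function of both cell types.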

In the current study, the expression of several DUSPs was detected both in Tpath2 cells and ILC2s, which indicated that these DUSPs may participate in the function of these cells. 

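With a limit of 2-fold, 2 of the 16 Dusp genes above 1 FPKM differed between Tpath2 cells and ILC2s, and both were higher in Tpath2 cells (no replicates). They were Dusp10, with a ratio of 8.74, and Dusp2, with a ratio of 2.32. The next ratios in size were 1.79 for Dusp7, higher in Tpath2 cells, and 1.93 for Dusp14, higher in ILC2s. The number of genes was 2 under every normalization and pseudocount tried and became 4 with a limit of 1.5-fold. No test between the cell types was possible with 1 sample of each. From this comparison the paper concludes that Dusp10 and Dusp2 alone were differentially expressed. Its qPCR results describe the level of Dusp2 as very low.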

Among them, only *Dusp10* and *Dusp2* were differentially expressed between these two cell types. Given the large number of DUSPs that are often co-expressed in one cell type, redundancy and functional compensation could be expected when just a single DUSP gene is inactivated^37^. In fact, genetic deletion of *Dusp10* in Tpath2 cells did not completely rescue the induction of IL-33-induced IL-5 production as to the levels induced by PMA plus Ionomycin. The substrate specificity of DUSPs should be considered when assessing possible redundant and compensatory functions for DUSP family members^33,41^. JNK and p38 MAPK appear to be the preferred substrates of DUSP10 in vitro^37^. Similarly, both DUSP1 and DUSP2 dephosphorylate p38 MAPK in vitro. In the current study, however substantial rescue effects observed by the deletion of *Dusp10* indicate that DUSP10 is the major regulator of IL-33-mediated p38 MAPK phosphorylation, leading to IL-5 and IL-13 expression in Tpath2 cells and ILC2s.

Recent studies highlight a unique role of phosphatases including DUSPs in the function of various immune cells^42–44^. DUSP2 dephosphorylated the transcriptional activator STAT3 during Th17 cell differentiation and limited the development of Th17 cells, suggesting that DUSP2 modulates susceptibility to experimental colitis^44^. However, pro-inflammatory roles for DUSP2 were also reported in macrophages^44,45^. Zhang and colleagues have also reported that *Dusp10*-deficient macrophage exhibit enhanced inflammatory cytokine production upon TLR stimulation^46^.

GATA3 is essential for Th2-cytokine production and controls the expression of various genes in Th2 cells and ILC2s^19,34^. The p38 MAPK phosphorylates GATA3 to induce translocation to the nuclear compartment in human Th2 cells^39^. IL-33-mediated production of IL-5 and IL-13 in ILC2s and IL-33-mediated exacerbation of pathogenicity of Tpath2 cells depend on the phosphorylation of p38 and GATA3^23,28^. In the current study, we found that DUSP10 physically interacts with and dephosphorylates p38 MAPK, via the residues Thr180 and Tyr 182, resulting in the inhibition of GATA3 phosphorylation and its binding to the *Il5* and *Il13* genes. Interestingly, although *Dusp10* is substantially expressed in Tpath2 cells, the IL-33-p38 signaling pathway could induce chromatin remodeling at the *Il5* gene locus in Tpath2 cells. In fact, permissive chromatin conformation at the *Il5* gene locus was detected in Tpath2 cells at equivalent levels to ILC2s. Thus, different molecular machinery may organize the IL-33-mediated GATA3-dependent chromatin remodeling and GATA3-induced transactivation of Th2 cytokines. Similar to these observations, we have reported that methylation of GATA3 at Arg261 has selective defect in the transactivation of *Il5* without affecting chromatin status^47^. In another case, Akt-1-mediated GATA3 phosphorylation repressed IFNγ production by memory Th2 cells^48^. Thus, the functional diversity of GATA3 is precisely controlled by posttranslational mechanisms^19^. In the current study, we demonstrate that DUSP10 constrains IL-33-induced Th2 cytokine production by Tpath2 cells via the inhibition of p38-mediated posttranslational modification of GATA3.

The results from our mouse airway inflammation models indicate that DUSP10 functions as a negative regulator of IL-33-mediated allergic airway inflammation by limiting Th2 cytokine production in Tpath2 cells in response to IL-33. Recently, global transcriptional profiling to determine pathogenic features associated with asthma and rhinitis has been reported by analyzing Th2 cells from subjects with allergic asthma and rhinitis^49^. They found significantly lower levels of *DUSP10* in Th2 cells from asthmatic subjects. Thus, it is conceivable that the decreased expression of *DUSP10* in Th2 cells causes allergic diseases and/or is associated with the pathogenesis of chronic allergic disorders.

Interestingly, both ILC1s and ILC3s express high levels of *Dusp10* as compared to ILC2s. However, ILC1s and ILC3s do not express the IL-33 receptor ST2^24^. Reactivity to IL-33 in ILCs is therefore controlled by at least two distinct mechanisms; ST2 expression and *Dusp10* expression. Conventional effector Th2 cells express low levels of *Dusp10*, and limited amounts of ST2^23^, while Tpath2 cells express high levels of *Dusp10* and ST2. Thus, Tpath2 cells may acquire increased expression of ST2 and also high expression of *Dusp10* during their differentiation from effector Th2 cells. In any event, reactivity to IL-33 in Tpath2 cells appears to be strictly regulated, particularly in the IL-33-abundant environment of the inflamed airway^10^. Indeed, it is known that mucosal barriers such as the airway are continuously exposed to a variety of microorganisms and allergens, and undergo a continuous process of damage and repair. The release of epithelial cell-derived cytokines, such as IL-33 therefore likely occurs daily. Strict negative regulation of reactivity to IL-33 in antigen-specific helper T cells is therefore beneficial.

We identified IL-5-producing ST2^hi^ pathogenic Th2 cells (Tpath2 cells) that likely induce eosinophilic inflammation in nasal polyps of Eosinophilic Chronic Rhinosinusitis (ECRS) patients^19,23^. The antigen-specificity of these cells remains unknown. Similar pathogenic Th2 cell populations with a hPGDS^hi^CRTH2^hi^ phenotype was identified in the peripheral blood of patients with eosinophilic gastrointestinal diseases and atopic dermatitis^50^. More recently, Wambre et al. identified allergen-specific human pathogenic Th2 cells with a CRTH2^hi^CD161^hi^ phenotype that play a role in the pathogenesis of various allergen-specific atopic diseases^51^. Based on their observations, antigen-induced TCR-mediated activation of the pathogenic Th2 cells appeared to be critical for the pathogenesis of eosinophilic inflammation in these allergic patients. Although further investigation is necessary, DUSP10 may have an important function as a negative regulator of Th2 cytokine production in pathogenic Tpath2 cells in allergic patients.

As discussed above, *Dusp10* expression in Th2 cells has been associated with the pathogenesis of allergic disorders including asthma and rhinitis^49^. Therefore, small molecules that upregulate DUSP10 or mimic DUSP10 function could be used as new therapeutic agents for the treatment of allergic diseases. Vitamin D receptor (Vdr), a nuclear receptor transcription factor, was shown to control *Dusp10* expression in human adipocyte and prostate cells^52,53^. Moreover, 1,25 (OH)_2_D_3_, a hormonally active metabolite of Vitamin D, inhibits in vitro polarization of primary murine CD4^+^ T cells towards Th2 cell differentiation^54^. Furthermore, a meta-analysis revealed that the exacerbation of asthma appeared to be attenuated by the internal use of 1,25 (OH)_2_D_3_^55^. Thus, although further studies focus on the role of Vdr in the expression of DUSP10 in Tpath2 cells and ILC2s are required, 1,25 (OH)_2_D_3_ could be involved in the control of *Dusp10* expression, which may lead to the amelioration of the pathology of asthma.

In summary, we demonstrate a mechanism that differentiates the major innate characteristic of ILC2s, cytokine-induced cytokine expression, from antigen-dependent adaptive Th2 cell function. We show that DUSP10, a MAP kinase phosphatase plays a critical role suppressing the innate function of T cells. DUSP10 is highly expressed in ST2^+^ Tpath2 cells and negatively controls the ability of these cells to directly respond to IL-33 and produce Th2 cytokines. This is accomplished by inhibition of the p38 MAPK-GATA3 signal axis. Thus, *Dusp10* expression, DUSP10-mediated regulation of p38 MAPK activation and resulting phosphorylation of GATA3 in these cells could be potential therapeutic targets for the treatment of intractable allergic disorders.

## Methods

### Mice

OVA-specific TCR-αβ (DO11.10) transgenic (Tg) mice were provided by Dr. D. Loh (Washington University School of Medicine, St. Louis), and backcrossed to BALB/c mice ten times^56^. BALB/c, BALB/c *nu*/*nu* and C57BL/6 mice were purchased from CLEA Japan. Thy1.1 mice with a BALB/c background were purchased from Jackson Laboratories. NSG mice were purchased from Charles river laboratories. All mice were used at 6–8 weeks old and were maintained under specific pathogen-free conditions. Animal care was conducted in accordance with the guidelines of Chiba University.

### Cell preparation of Tpath2 cells and ILC2s

Supplementary Figure 1a and b show the procedure of the preparation of Tpath2 cells and ILC2s. Splenic CD62L^+^KJ1^+^CD4^+^ T cells from DO11.10 OVA-specific TCR Tg mice were stimulated with OVA peptides (Loh15, 0.3 μM) plus antigen-presenting cells (irradiated splenocytes) in the presence of IL-2 (25 U mL^−1^), IL-4 (100 U mL^−1^) and anti-IFNγ monoclonal antibody (Th2 cell-skewed condition) for 6 days in vitro. The effector Th2 cells (3 × 10^7^) were transferred intravenously into BALB/c *nu*/*nu* recipient mice. More than 4 weeks after the cell transfer, KJ1^+^CD4^+^ T cells in the spleen or lung were purified by autoMACS (Miltenyi Biotec) and cell sorting (BD Aria III) and then used as memory Th2 cells. For the preparation of ILC2, mice were injected with recombinant murine IL-33 (0.5 μg per mouse) intraperitoneally for consecutive 5 days. Tpath2 cells were stained with anti-CD4-APC, anti-KJ1-26-FITC and anti-ST2-Bv421, and purified from memory Th2 mice (Figs. 1a–c, e, f,  2,  3a, b, and  5c). KJ1^+^CD4^+^ST2^hi^ memory Th2 cells cultured with IL-7 (10 U mL^−1^), IL-25 (10 ng mL^−1^), and IL-33 (10 ng mL^−1^) were defined as Tpath2 cells. Freshly prepared memory Th2 cells (KJ1^+^CD4^+^) were used for CRISPR/Cas9 experiments (Figs. 3c–h and  6j, k). For purification of ILC2s, spleen cells from memory Th2 mouse (shown in Supplementary Figure 1a) (Figs. 1a–c, e, f, 2, 3a, b, and  5c) or from normal BALB/c mice (Figs. 4b–g,  5d, g, and  6a–i) were stained with anti-lineage cocktail-FITC, anti-CD127-APC, anti- TCRβ-PE, anti-ST2-Bv421 and anti-Thy1.2-PE/Cy7. Lin^−^CD127^+^Thy1.2^+^TCRβ^-^ cells cultured with IL-7, IL-25, and IL-33 were defined as ILC2s. Cultured cells were rested with only IL-7 for 24 h. After re-stimulation of Tpath2 cells and ILC2s, each cell population was stained with anti-IL-5-APC, anti-IL-13-PE, and anti-ST2-Bv421 (Figs. 1a, d, e, 3e, and 4c). Alexa488-conjugated anti-phospho-p38 was used for the staining of Tpath2 cells and ILC2s after stimulation (Figs. 3a, h and 4f). Anti-Human NGFR-Bv421 was used for the isolation of infected ILC2s (Fig. 4 and supplementary Fig. 4). ST2 expression of the infected ILC2s was evaluated by staining with anti-ST2-Bv421 (Supplementary Fig. 4b). Anti-Lineage Cocktail-FITC, anti-CD127-APC, anti-ST2-Bv421 and anti-Thy1.2-PE/Cy7 were used for the detection of ILC2s.

For the preparation of effector Th1 and effector Th17 cells, sorted splenic CD62L^+^CD4^+^ T cells from normal BALB/c mice were stimulated with plate-coated anti-TCRβ (1 μg mL^−1^) plus anti-CD28 antibodies (1 μg mL^−1^) in the presence of IL-2 (25 U mL^−1^), IL-12 (10 U mL^−1^) and anti-IL-4 monoclonal antibody (Th1 cell-skewed conditions) for 6 days in vitro, and in the presence of IL-6 (10 ng mL^−1^), TGFβ (5 ng mL^−1^) and anti-IFNγ and anti-IL-4 monoclonal antibody (Th17 cell-skewed conditions) for 4 days in vitro. ILC1s and ILC3s were purified from the spleen of normal BALB/c mice. Lin^−^NK1.1^+^Nkp46^+^ cells were defined as ILC1s, Lin^−^CD127^+^ NK1.1^−^Nkp46^+/−^ cells and Lin^−^CD127^+^CCR6^+^NK1.1^−^Nkp46^−^ cells were defined as ILC3s as described^12^.

### Reagents

The reagents used in this study are as follows: APC- or Bv510-conjugated anti-CD4, FITC- and PE/Cy7-conjugated KJ1-26 (anti-clonotypic for D11.10 TCR), FITC-conjugated anti-CD44, FITC-conjugated anti Lineage Cocktail (containing CD3, Gr-1, CD11b, B220, Ter119), APC- and Bv510-conjugated anti-CD127 (IL-7Rα), APC-conjugated anti-IL-5, PE/Cy7-conjugated anti-Thy1.2, PE-conjugated anti-TCR-beta, PE-conjugated anti-CD335 (Nkp46), Bv421-conjugated ST2, Bv421-conjugated anti-human NGFR and Zombie NIR^TM^ fixable viability kit were purchased from BioLegend, San Diego, CA.

PE-conjugated anti-CCR6 was purchased from R&D systems. Alexa488-conjugated anti-phospho-p38 was purchased from Cell signaling. PE-conjugated anti-IL-13 was purchased from eBioscience. Anti- PE mouse anti-Human NGFR was purchased from BD Biosciences. Anti-IFNγ monoclonal antibody was purchased from BioLegend. Recombinant mouse IL-4 was from TOYOBO, Osaka, Japan. Recombinant mouse IL-33 and mouse IL-25 were purchased from R&D. Recombinant murine IL-7 was purchased from PeproTech. The OVA peptide (residues #323-339; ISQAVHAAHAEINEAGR) was synthesized by BEX Corporation, Tokyo, Japan. SB203580 (Merck) were used for inhibition of p38 activity. Anti-mouse Thy1.2 antibody was purchased from BioX Cell. Detailed information of antibody is listed in Supplementary Table 4.

### Flow cytometry and cell sorting

Tpath2 cells were stained with anti-CD4-APC, anti-KJ1-26-FITC, and anti-ST2-BV421, and were purified by FACS ARIA III. ST2^hi^ memory phenotype (MP) CD4 T cells from the spleen of the naïve BALB/c mice were stained with anti-CD4-APC and anti-ST2-BV421 and were purified by FACS ARIA III. ILC2s were stained with anti-Lineage Cocktail-FITC, anti-CD127-APC, anti-Thy1.2-PE/Cy7 and anti-TCR-beta-PE, and were purified by FACS ARIA III in parallel with the isolation of Tpath2 cells. Flow cytometric data were analyzed with Flowjo software (Tree star).

### ELISA for the measurement of cytokine concentration

Cells were stimulated with PMA (0.1 μg mL^−1^)/Ionomycin (0.5 μM) or IL-7 (2.5 U mL^−1^) /IL-33 (10 ng mL^−1^) in 96-well flat bottom plates for 12 or 48 h at 37 °C. The concentration of IL5 and IL-4 were assessed by ELISA as described previously^23^. The concentration of IL-13 was evaluated with a Mouse IL-13 ELISA Ready-SET-Go! (eBioscience) according to the manufacturer’s protocol.

### Quantitative real-time PCR

Total RNA was isolated with the TRIzol reagent (Invitrogen). cDNA was synthesized with an oligo (dT) primer and Superscript II RT (Invitrogen). Quantitative RT-PCR was performed with the Applied Biosystems StepOnePlus^TM^ Real-Time PCR Systems as described previously^23^. Primers and TaqMan probes were purchased from Applied Biosystems. Primers and Roche Universal probes were purchased from Sigma and Roche, respectively. Gene expression was normalized with the *Hprt* mRNA signal or the *18S* ribosomal RNA signal. Primer sequences are listed in Supplementary Table 1.

### Chromatin immunoprecipitation (ChIP) assay

ChIP assay was performed as described previously^23^. The antibodies using in ChIP assay as follows; anti-trimethyl histone H3-K4 (Millipore), anti-acetyl histone H3-K9 (Millipore), anti-trimethyl histone H3-K27 (Millipore) and normal rabbit IgG (Santa Cruz). The specific primers used in ChIP assay are described in Supplementary Table 2.

### RNA sequencing

We isolated ST2^hi^ memory Th2 cells and ILC2s from memory Th2 mice (Supplementary Fig. 1a, and Cell Preparation paragraph in the Methods section). After further cultivation with IL-7, IL-25 plus IL-33, cells were cultured with IL-7 alone for resting for 24 h. Total cellular RNA was extracted with TRIzol reagent (Invitrogen). For cDNA library construction, we used TruSeq RNA Sample Prep Kit v2 (Illumina) according to the manufacturer’s protocol. Sequencing the library fragments was performed on an illumina HiSeq 1500 system. For data analysis, read sequences (50 bp) were aligned to the mm10 mouse reference genome (UCSC, December 2011) using Bowtie (version 0.12.8) and TopHat (version 1.3.2). Fragments per kilobase of exon per million mapped reads (FPKM) for each gene were calculated using Cufflinks (version 2.0.2). Genes with an absolute FPKM of >1 (mean from duplicate samples) were defined as expressed genes. 

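Above 1 FPKM, 10664 gene symbols were found in Tpath2 cells, 10837 in ILC2s and 10652 in effector Th2 cells, and 10341 were above 1 FPKM in both Tpath2 cells and ILC2s. The values analysed here were 1 per gene and condition (no replicates), so that the limit was applied to that value. More than 0 was found for 15014 gene symbols in Tpath2 cells, 15277 in ILC2s and 14710 in effector Th2 cells. A limit of 0.5 FPKM gave 11398, 11596 and 11416 gene symbols in Tpath2 cells, ILC2s and effector Th2 cells, respectively.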

Quality control measures of cDNA libraries were performed on the 2100 Bioanalyzer (Agilent Technologies).

### Cas9-mediated genome editing of *Dusp10*

Four short-guide RNAs were designed using the online tool provided by CHOPCHOP (http://chopchop.cbu.uib.no) or E-CRISP (http://www.e-crisp.org/E-CRISP/). Oligonucleotides pairs with BbsI-compatible overhangs were annealed and cloned into the expression vector pGEM-T Easy-T3-BB-sgRNA for in vitro transcription. Memory Th2 cells (bulk targeted cell cultures) were activated with plate-bounded anti-TCRβ and CD28 antibodies. Cas9 proteins were prepared immediately before experiments by incubating 1 μg Cas9 with 0.3 μg sgRNA indicated below in transfection buffer at room temperature for 10 min. 

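The guide for Dusp10 that the paper names sgDusp10 has the 20 bases CTTGAGGGTCACAACGGCGG. Its sequence matched the minus strand of the Dusp10 gene on chromosome 1 of GRCm38 from 184036981 to 184037000 (GENCODE M21), next to the protospacer adjacent motif TGG. This position is in exon 2 of the 4 exons of the transcript. The exon extends from 184036801 to 184037652 and holds the first coding base, at 184036839. The match covered bases 143 to 162 of the 1449 coding bases, or codons 48 to 54 of 483. Among all annotated transcripts of GENCODE M21, the 20 bases matched 2 transcripts of 1 gene without a mismatch. The genome outside annotated transcripts was not searched, and sites with mismatches were not counted.

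**Figure D4:**
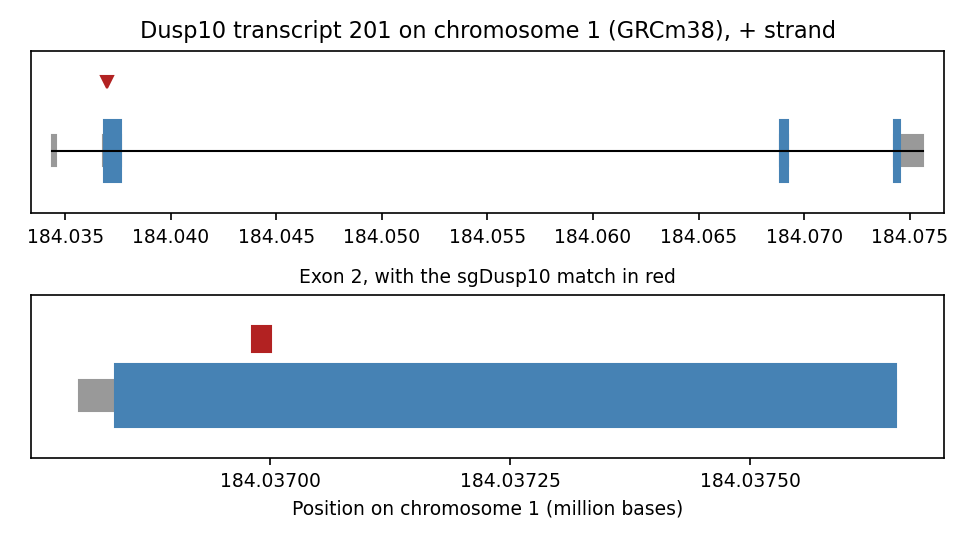
Map of the Dusp10 transcript (top) and of its exon 2 (bottom) by position on chromosome 1 (x axis), with coding sequence in blue, untranslated exon sequence in grey and the sgDusp10 match in red. The match, from 184036981 to 184037000, lies near the start of the coding sequence in exon 2.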

Twenty-four hours after T cell activation, these cells were electroporated with a Neon transfection kit and device (Thermo). And then, these cells were cultivated with IL-7, IL-25, and IL-33 for 4 days for further expansion.

sg*Dusp10*: 5’- CTTGAGGGTCACAACGGCGG-3’

sgControl (luciferase): 5’-CGTATTACTGATATTGGTGGG-3’

### Retroviral vectors and infection

The retrovirus vector, pMXs-IRES-hNGFR, was provided by Dr. Kitamura (The University of Tokyo, Tokyo, Japan). The method used to generate the virus supernatant and for infection were described previously^23^. Infected cells were collected 3–5 days after stimulation and were subjected to an intracellular cytokine staining, quantitative RT-PCR.

### Immunoblotting and immunoprecipitation

Immunoblotting was performed as described previously^23^. Briefly, cytoplasmic extracts and nuclear extracts were prepared using NE-PER Nuclear and Cytoplasmic Extraction Reagent (Thermo Fisher Scientific). The antibodies used for the immunoblot analysis were anti–Phospho-p38 (Cell signaling), anti-p38 (Cell signaling), anti–PhosphoGATA3 (abcam), anti-GATA3 (HG3-31; Santa Cruz Biotechnology) and anti-Tubulin (NeoMarkers). Immunoprecipitation was performed as described previously^22^. Flag-tagged GATA3 and Myc-tagged DUSP10 WT and mutant were generated by PCR-based mutagenesis. The expression plasmids were transfected into 293T cells (kindly gifted from Dr. Toshio Kitamura, University of Tokyo) using TransIT-LT1 transfection reagent according to the manufacturer’s protocol. A mAb to p-38 (Cell signaling), Flag (M2; Sigma-Aldrich) and mAb to Myc (PL14; MBL, Japan) were used for immunoblot analysis. After immunoprecipitation with mAb to Flag or mAb to Myc, the immunoprecipitates were eluted, and were then separated by electrophoresis.

### Pull-down assay

Flag-tagged GATA3 and Myc-tagged DUSP10 WT were generated by PCR-based mutagenesis. The expression plasmids were transfected into 293T cells using TransIT-LT1 transfection reagent according to the manufacturer’s protocol. In some experiments, graded amounts (0, 1, and 3 μg) of pCMV-Myc-*Dusp10* and pFlag-CMV2-*Gata3* (1 μg) was separately transfected into 293T cells. Cell lysates from 293T cells were incubated with biotinylated oligonucleotides. Bound protein was eluted and separated on an SDS polyacrylamide gel and then subjected to immunoblotting with specific antibodies. Double-stranded oligonucleotide probes for the pull-down assay are described at Supplementary Table 3.

### Luciferase reporter assay

A single copy of an *Il5* promoter in the luciferase reporter plasmid, pGL3 Basic (Promega) and a renilla luciferase plasmid (qRL; Promega), were used. D10G4.1 cells were used for transfection by electroporation. Twenty-four hours after electroporation, cells were stimulated with PMA plus dibutyryl cyclic AMP overnight. The cell extracts were prepared and subjected to a luciferase assay using the manufacturer’s instructions for the Dual-luciferase reporter (Promega).

### In vivo experiment

Thy1.1^+^ILC2s were infected with a *Dusp10-* or Mock- IRES-hNGFR-containing retrovirus. Infected cells were cultured with IL-7 (25 U mL^−1^), IL-25 (10 ng mL^−1^), and IL-33 (10 ng mL^−1^) in vitro for 4 days and purified by cell sorting (BD Aria III) after cultivation. 1 × 10^5^ cells were transferred intravenously into Thy1.2^+^ BALB/c *nu/nu* mice. Mice were injected intraperitoneally with Thy1.2 antibody on days 0, 1, and 3, and treated with intranasal injection of papain (50 μg) or recombinant mouse IL-33 (rmIL-33: 10 ng) in 20 μL in sterile PBS on days 1, 2, and 3. On day 4, bronchoalveolar lavage fluid (BALF) was collected at 24 h after from last challenge with papain or rmIL-33 and lung histology was assessed. NSG mice that received with Mock (empty vector)- or *Dusp10*-transduced ILC2s (Fig. 6g–i), or with control- or sg*Dusp10*-memory Th2 cells (Fig. 6j, k) were treated with intranasal injection of rmIL-33 on days 1, 2, and 3. Airway hyperreactivity was assessed by methacholine-induced (Sigma-Aldrich) airflow obstruction at 24 h after the last IL-33 administration using a computer-controlled small animal ventilator (SCIREQ)^23^

### Statistical analysis and general methods

Data are expressed as mean ± SD or mean ± SEM. The data were analyzed with the Graphpad Prism software program (version 6). Differences were assessed using two-tailed Student t tests, or non-parametric Mann–Whitney *U-*test where appropriate. Differences with *p* values of <0.05 were considered to be significant. Sample size for animal studies was chosen based on prior experience with similar models of memory cell formation. No data were excluded from the analysis of experiments. Mice were commercially sourced and randomized into experimental groups upon arrival, and all animals within a single experiment were processed at the same time. For cell sorting and RNA-seq analysis the investigator was blinded. For cell transfer experiments the investigator was not blinded. Data display similar variance between groups and are normally distributed where parametric tests are used.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

RNA-sequence data for Tpath2 cells, ILC2s, and Th2 cells are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE116842.

# Supplementary material for: DUSP10 constrains innate IL-33-mediated cytokine production in ST2hi memory-type pathogenic Th2 cells
**Source:** Nat Commun. 2018 Oct 12;9:4231. doi: 10.1038/s41467-018-06468-8

Supplementary Information

DUSP10 constrains innate IL-33-mediated cytokine production in ST2^hi^ memory-type pathogenic Th2 cells

Yamamoto and Endo et.al

**Supplementary Figures**

**
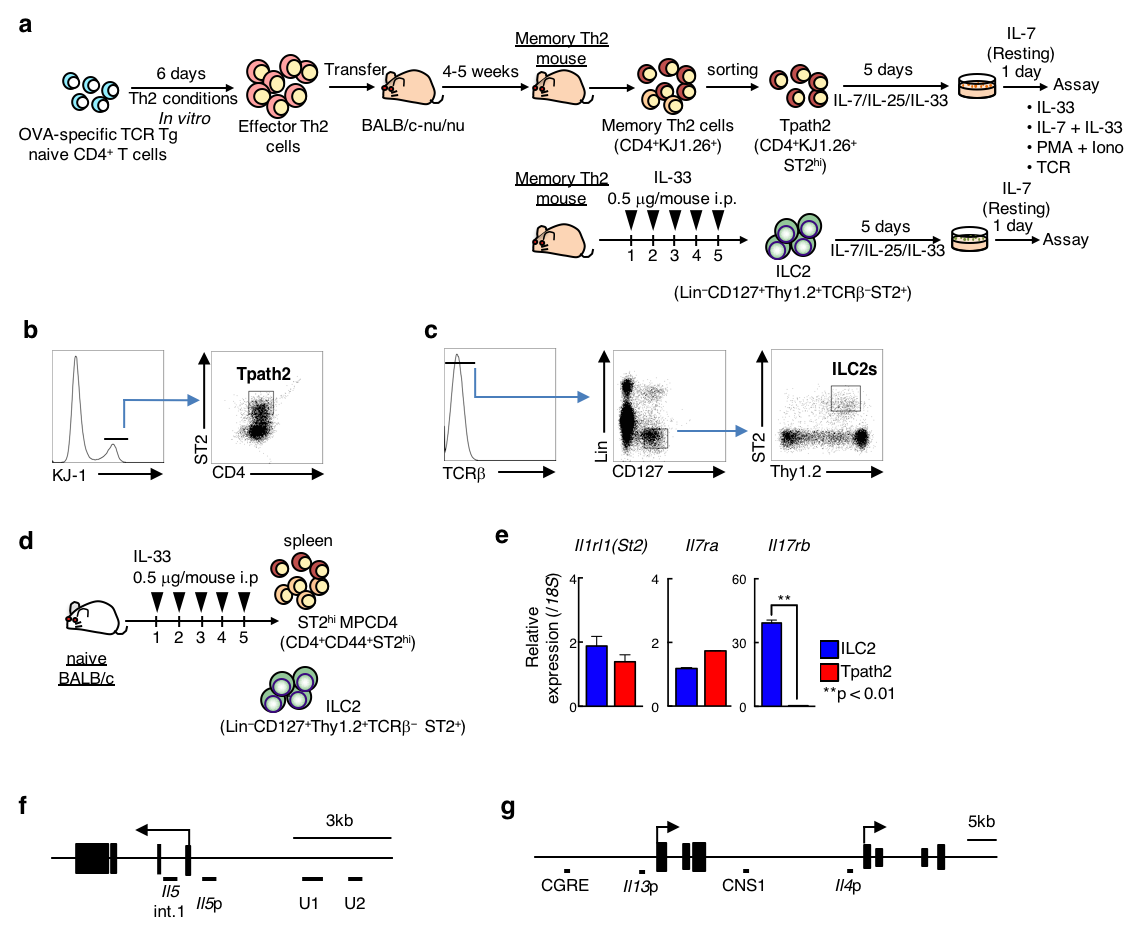
**

**Supplementary Fig. 1. Experimental protocol of ST2^hi^ memory-type pathogenic Th2 cells and ILC2s.**

(**a**) Experimental protocols for the generation of Tpath2 cells and ILC2s. (See also **Cell Preparation** section in the Methods). After isolation, Tpath2 cells and ILC2s were cultured with IL-7, IL-25 and IL-33 for 5 days, and then with IL-7 alone for 24 hours before assays were performed. (**b**) The gating strategy of Tpath2 cells is shown. Splenic cells recovered from memory Th2 mice were stained with anti-CD4-APC, anti-KJ1-FITC and anti-ST2-Bv421 antibodies. CD4^+^KJ1^+^ST2^+^ cells were purified as Tpath2 cells by fluorescence activated cell sorting (FACS). (**c**) The gating strategy of ILC2s cells is shown. After pre-sorting by autoMACS, splenic CD4-negavite cells from IL-33-treated-BALB/c or -memory Th2 mice were stained with anti-TCRβ-PE, anti-Lineage cocktail (containing FITC-conjugated antibodies specific for CD3, Gr-1, CD11b, B220, or Ter119, anti-CD127-APC, anti-Thy1.2-PE/Cy7 and anti-ST2-Bv421 antibodies). Consequently, Lin^-^CD127^+^Thy1.2^+^ST2^+^TCRβ^-^ cells were then isolated as ILC2s by FACS. (**d**) Experimental protocol of generation of ST2^hi^ Memory phenotype CD4^+^ T (ST2^hi^ MPCD4) cells and ILC2s from naïve BALB/c mice. Recombinant mouse IL-33 0.5 μg was injected intraperitoneally to each mouse for consecutive 5 days. Then, ILC2s and ST2^hi^ MPCD4 cells were simultaneously isolated from the spleen. (**e**) Quantitative RT-PCR analysis of surface molecules in ILC2s and Tpath2 cells. Relative expression (normalized to *18S*) is shown with standard deviations. (**f**) Schematic representation of the murine *Il5* gene loci. The locations of primers and probes (upstream region 2 [U2] to *Il5* intron 1 [*Il5* int .1]) and exons are indicated. (**g**) Schematic representation of the murine *CGRE, Il13*p*, CNS1 and Il4*p locus. More than five independent experiments were performed and showed similar results (**e**).

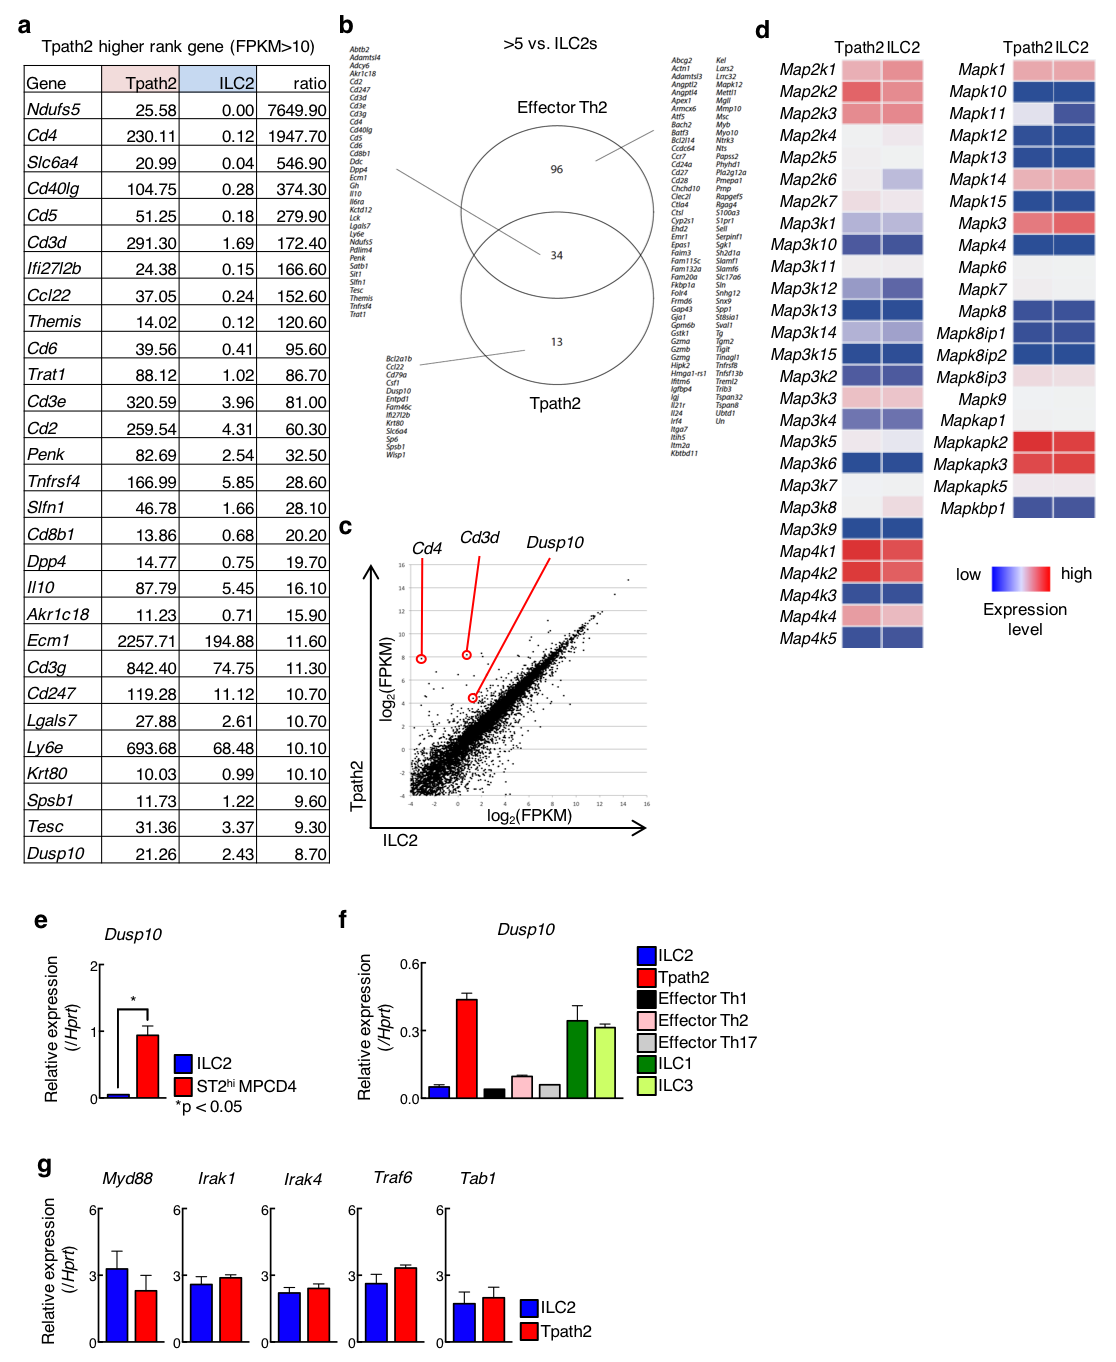

**Supplementary Fig. 2. Selected gene expression profiles from RNA-seq dataset in Tpath2, ILC2s and Effector Th2 cells.**

(**a**) The table shows top ranked genes expressed more highly in Tpath2 cells than ILC2s. Transcripts expressed above 10 FPKM in Tpath2 cells were used. (**b**) Venn diagram shows the overlap of genes in Tpath2 cells and effector Th2 cells at the steady state. Genes expressed more than 5 fold higher in Tpaht2 cells and effector Th2 cells as compared to ILC2s are shown. (**c**) Scatter plot of RNA-seq expression analysis showing a comparison of read counts between Tpath2 cells (Y axis) and ILC2s (X axis) with logarithmic scales. (**d**) A heatmap of the genes encoding members of MAP kinase family in Tpath2 cells and ILC2s. (**e**) Quantitative RT-PCR analysis of *Dusp10* in ST2^hi^ MPCD4 T cells and ILC2s from naïve BALB/c mice. 

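For the overlap of Supplementary Fig. 2b, the genes drawn in each part were looked up in the FPKM values of Tpath2 cells, effector Th2 cells and ILC2s (no replicates). All 34 genes drawn as shared were more than 5-fold higher than in ILC2s in both cell types, and 28 of them were above 10 FPKM in both. The lowest value among the 34 genes was 4.33 FPKM in Tpath2 cells and 4.45 FPKM in effector Th2 cells. All 13 genes drawn for Tpath2 cells were more than 5-fold higher in Tpath2 cells than in ILC2s, and 3 of them were below 10 FPKM in Tpath2 cells. Of the 96 names drawn for effector Th2 cells, 95 were found, all of them more than 5-fold higher in effector Th2 cells than in ILC2s, and 27 of them were below 10 FPKM. Dusp10 was more than 5-fold higher than in ILC2s in both Tpath2 cells, with 21.3 FPKM, and effector Th2 cells, with 12.3 FPKM, against 2.43 FPKM. When all genes above 10 FPKM were taken, 42 genes were on both lists, 35 on the Tpath2 list only and 109 on the effector Th2 list only. With a minimum of 1 FPKM these numbers were 84, 69 and 299, and without predicted, clone-named and small RNA genes they were 30, 13 and 83.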

Cell preparation protocol was same as shown in Supplementary Fig. 1d. (**f**) Quantitative RT-PCR analysis of *Dusp10* in ILCs and effector Th cells. (See also Cell Preparation in the Methods). (**g**) Quantitative RT-PCR analysis of indicated genes of intracellular molecules related to IL-33–ST2 signaling pathway in ILC2s and Tpath2 cells. (**e-g**) More than three independent experiments were performed and showed similar results. (*p<0.05). Three technical replicates were included in quantitative RT-PCR analysis.

**
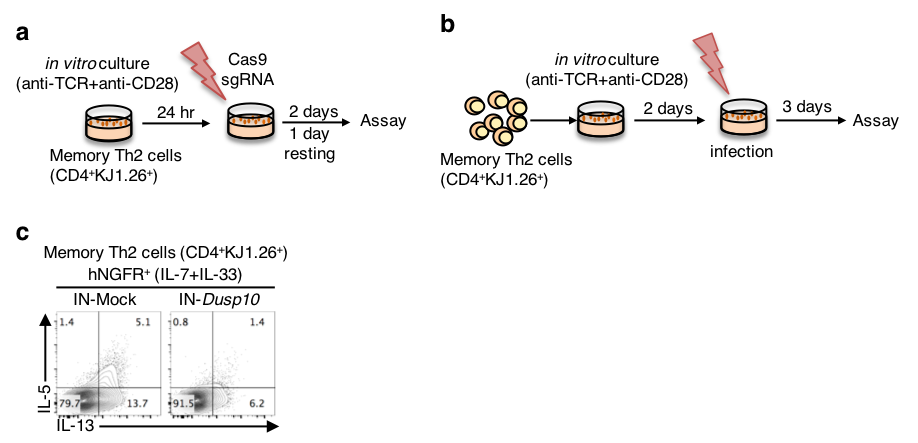
**

**Supplementary Fig. 3. DUSP10 specifically and negatively regulates IL-33–induced IL-5 production in Tpath2 cells.**

(**a**) Experimental protocol of CRISPR/Cas9-mediated gene editing of *Dusp10* in memory Th2 cells. Whole memory Th2 cells were stimulated with anti-CD3 and anti-CD28 and cultured with IL-7, IL-25 and IL-33. After 24 hrs of stimulation, we performed electroporation-based strategy to deliver Cas9/sgRNA. Then, cells were cultured with IL-7, IL-25 and IL-33 for 2 days and after 1day resting with only IL-7, assays were performed. (**b**) Experimental schema of the overexpression of *Dusp10* in memory Th2 cells. Whole memory Th2 cells were stimulated with anti-CD3 and anti-CD28 and cultured with IL-2. On day 2, retroviral vector transfections were performed. Cells were transfected with MOCK and DUSP10. (**c**) Intracellular-staining profiles of IL-5 and IL-13 of hNGFR^+^-infected memory Th2 cells after stimulation with IL-7 plus IL-33 for 6 hrs on day5.

**
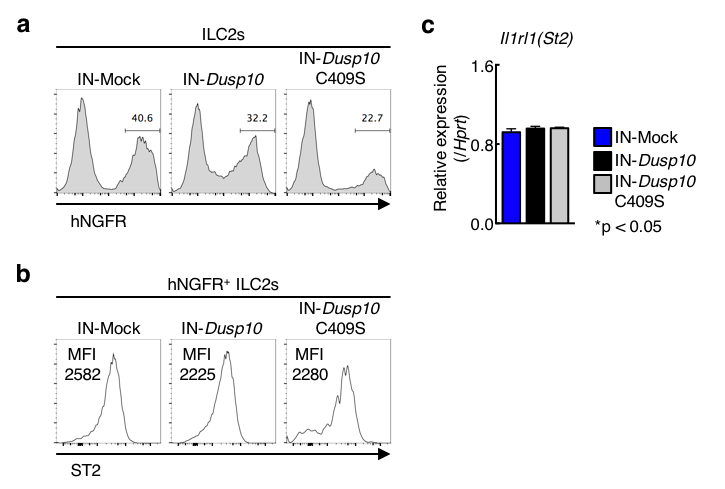
**

**Supplementary Figure 4. *Dusp10* suppresses IL-5 production in ILC2s.**

(**a-c**) Freshly prepared ILC2s from normal BALB/c mice (cell preparation protocol is shown in Supplementary Fig 1c) were infected with a *Mock* (empty vector), *Dusp10*, or C409S mutant-IRES-hNGFR-containing retrovirus and then cultured with IL-7, IL-25 and IL-33. Five days after infection, hNGFR expression was analyzed (**a**). The hNGFR-positive, *Dusp10*-overexpressing ILC2s were enriched by cell sorting. Cell surface ST2 expression (**b**) and mRNA expression of *Il1rl1* (**c**) were analyzed. Three independent experiments were performed with similar results.

**
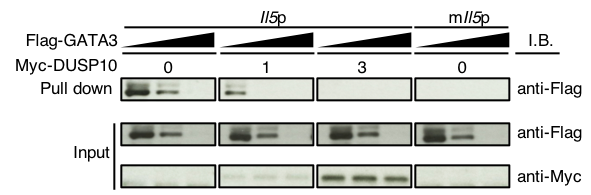
**

**Supplementary Fig. 5. DUSP10 suppresses the DNA binding activity of GATA3.**

293 T cells were transfected with Myc-tagged DUSP10 and Flag-tagged GATA3, and total extracts were subjected to a pull-down assay using WT or mutant *Il5* promoter oligonucleotide as described in the Methods. Immunoblotting of total cell lysates is also shown (Input). Band intensities were measured with a densitometer and arbitrary densitometric units are shown. Two independent experiments were performed with similar results.

**
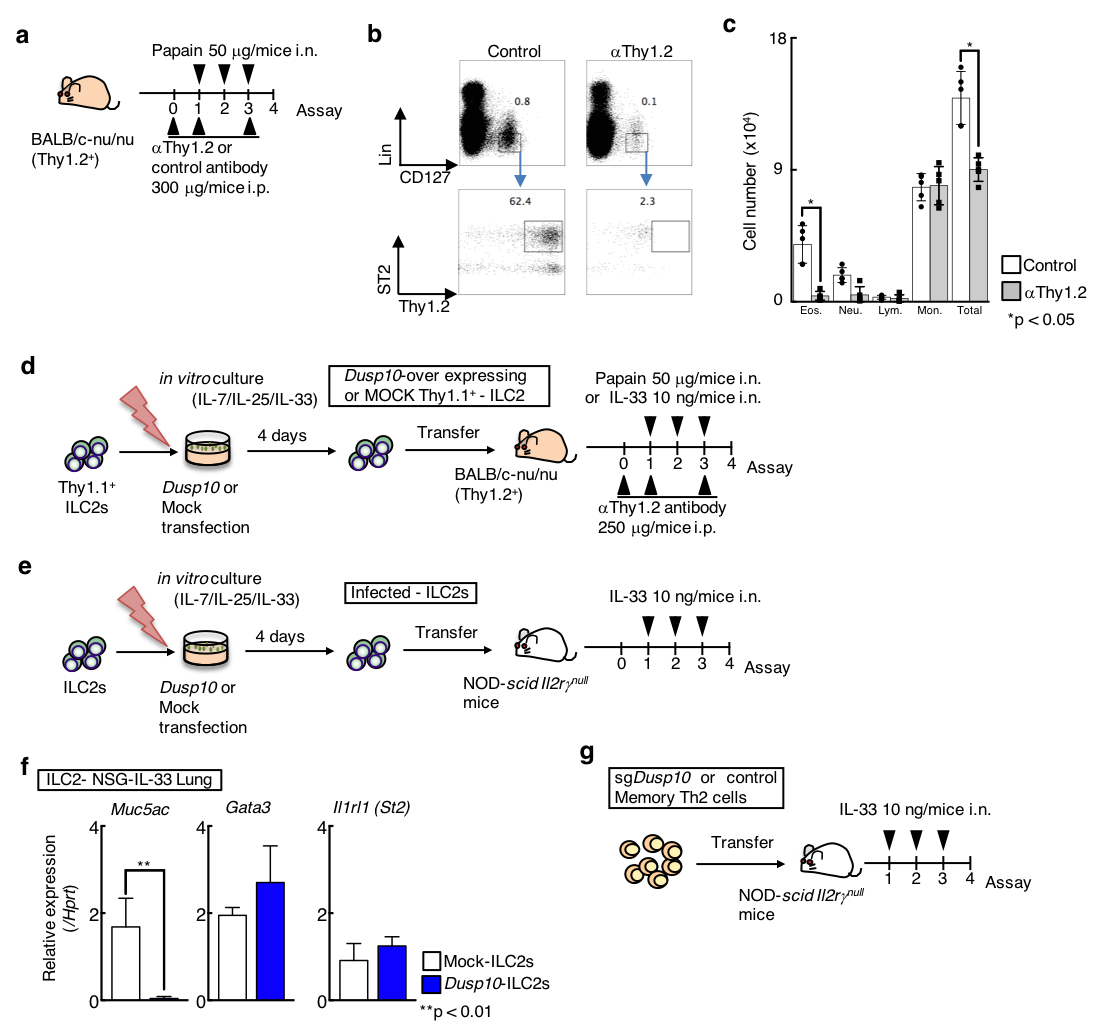
**

**Supplementary Fig. 6. IL-33-induced airway inflammation model.**

(**a**) Experimental protocols for the depletion of intrinsic ILC2 in papain-induced airway inflammation mouse model using Thy1.2 antibody. (**b**) Cell surface expression profiles of Thy1.2 and ST2 on Lin^-^CD127^+^ cells from the lung of isotype control antibody (Control) or anti-Thy1.2 antibody groups (αThy1.2). Two independent experiments were performed and showed similar results. (**c**) The absolute cell number of eosinophils (Eos.), neutrophils (Neu.), lymphocytes (Lym.), and monocytes (Mon.) in the BAL fluid from BALB/c *nu/nu* mice shown in Supplementary Fig. 6a. Mean values (5 mice per group) are shown with standard deviations (*p<0.05). (**d and e**) Experimental protocols for papain and IL-33–induced airway inflammation models (See also ***In vivo* Experiment** section in the Methods). (**f**) Quantitative RT-PCR analysis of *Muc5ac, Gata3* and *Il1rl1* in the lung from Mock-ILC2s and *Dusp10*-ILC2s transferred NSG mice. (**g**) Experimental protocols for IL-33–induced, Tpath2 cell-dependent airway inflammation model. CRISPR/Cas9-mediated *Dusp10* deficient Tpath2 cells were transferred into *NOD-SCID Il2rg^null^* (NSG) mice. These mice received IL-33 intranasally three times (See also ***In vivo* Experiment** section in the Methods).

**Supplementary Fig. 7**

**
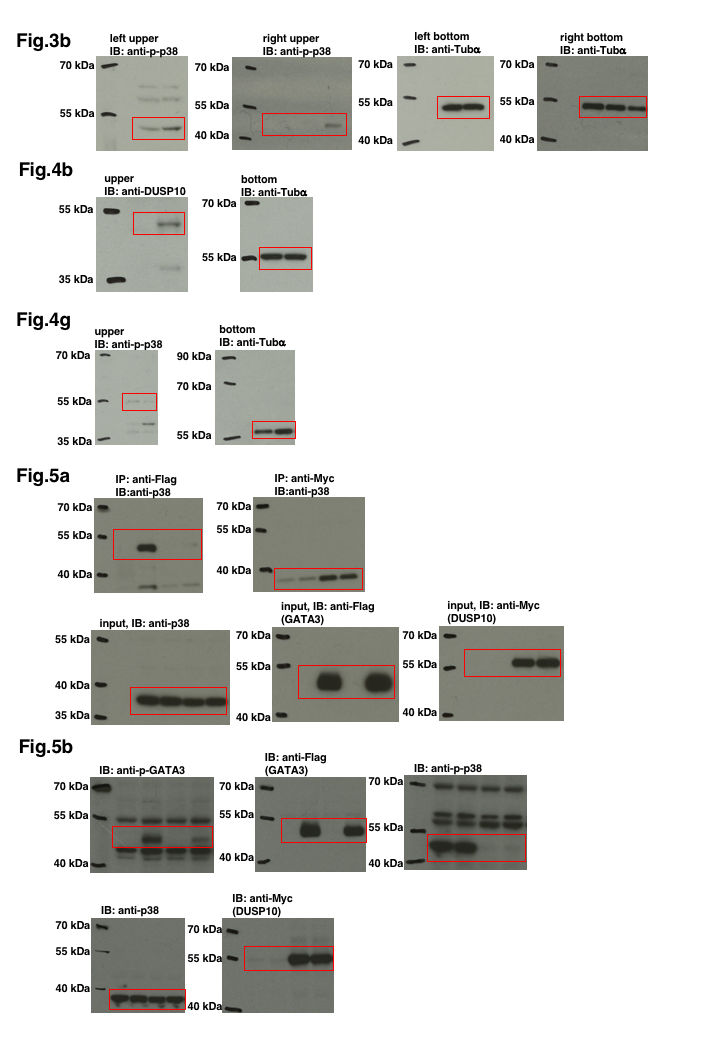
**

**
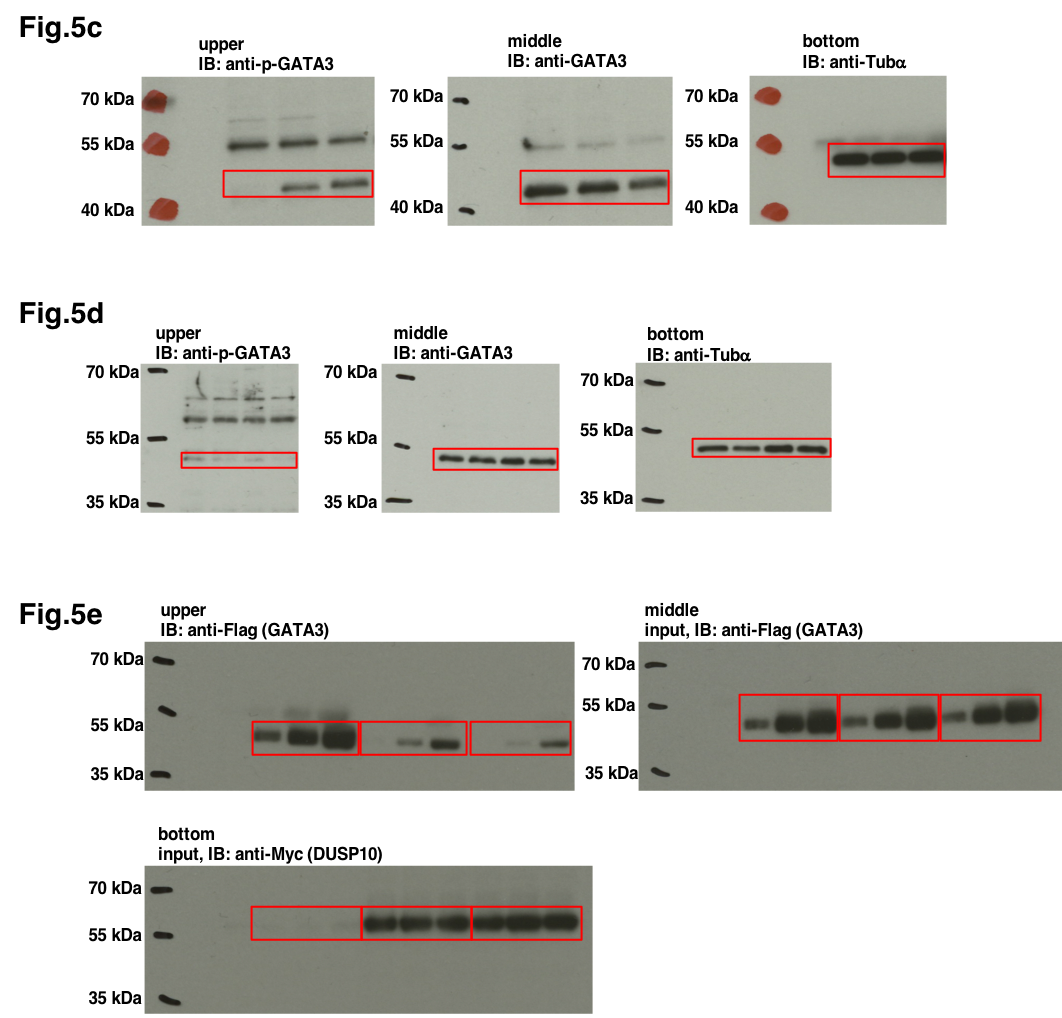
**

**Uncropped scans of western blots are shown with labeled and molecular weight ladder.**

**Supplementary Table 1. Mouse quantitative RT-PCR primer sequences**

Specific primers and Roche Universal Probes used in quantitative reverse transcriptase PCR for mouse genes were as follows.

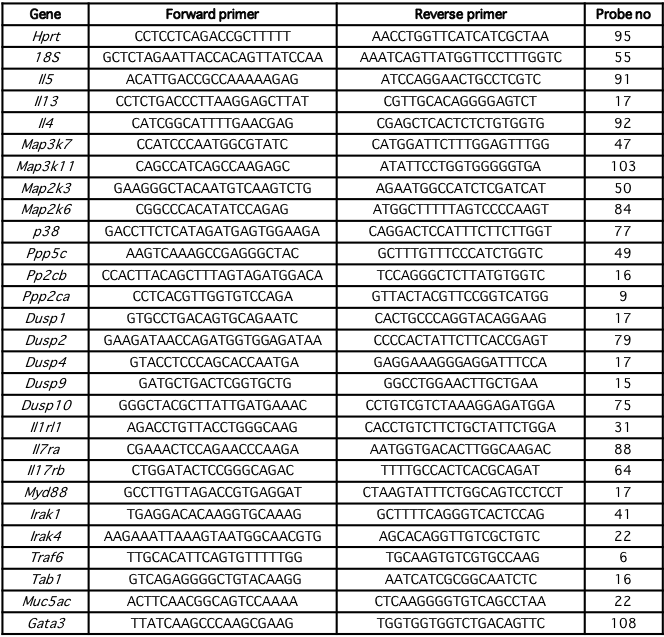

**Supplementary Table 2. ChIP-qPCR primer sequences**

**
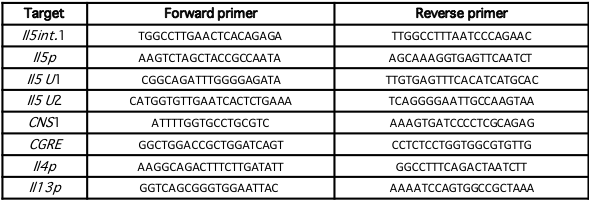
**

**Supplementary Table 3. Primers used for DNA pull-down assay**

GATA3 consensus: 5’ CACTTGATAACAGAAAGTGATAACTCT 3’

Wt *Il5*p: 5’ CCTCTATCTGATTGTTAGCA 3’

Mut*Il5*p: 5′CCTCTATCTGATTAATAGCA 3′

**Supplementary Table 4. List of Commercial antibodies**

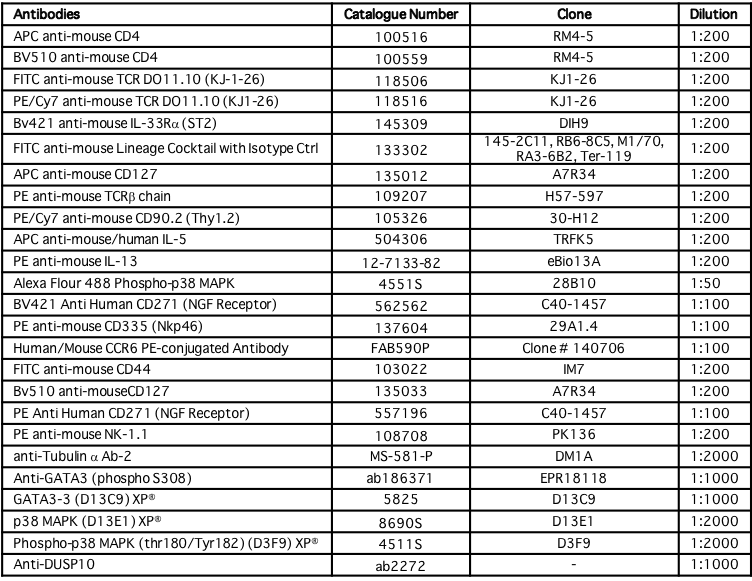

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

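RNA sequencing values of 3 samples were analysed, 1 each of Tpath2 cells, ILC2s and effector Th2 cells. Tpath2 cells and ILC2s came from spleens of memory Th2 mice and were cultured for 5 days with IL-7, IL-25 and IL-33 and rested for 24 h with IL-7 alone. For the effector Th2 cells, the paper states a culture of 6 days and the sample labels state 5 days. The authors aligned 50 bp reads from a HiSeq 1500 to mm10 with TopHat 1.3.2 and Bowtie 0.12.8, calculated FPKM values (fragments per kilobase of exon, scaled to the number of mapped reads) with Cufflinks 2.0.2, and deposited 1 FPKM value per gene and sample. The gene annotation that the authors used is not stated in the paper or in the labels. The paper speaks of a mean of duplicate samples, and whether a deposited value is such a mean is not stated. Some gene names had been turned into dates in the deposited tables and were left as they were.

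Each table had 23746 rows for 23284 gene symbols. Of these symbols, 240 were on more than 1 row, and the row with the highest sum over the samples was used. The FPKM values were used as the authors normalized them. Genes above 1 FPKM were called expressed and genes above 10 FPKM in the higher sample were compared, as in the paper. The limits of 8-fold, 5-fold and 1.2-fold were those of the paper's text and legends. The limit of 10-fold was taken from the legend of Fig. 2b, which does not make clear whether it applies to genes or to gene ontology terms. Ratios were plain quotients of FPKM values, and a gene with 0 FPKM in the lower sample was counted as above every limit. Members of the Dusp and MAPK families above 1 FPKM in Tpath2 cells or ILC2s were compared with a limit of 2-fold.

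With 1 sample per condition, no test between conditions was possible, and no replicate could be left out. Fisher's exact test was used across genes for the overlap of the 5-fold lists and for the Dusp genes among the Tpath2 list. In place of a replicate spread, the ratio of Dusp10 was compared with the ratios of the 500 genes nearest in mean log2 FPKM. The files hold no read counts. The lowest values rose in steps, as whole reads give, and the size of the step was estimated from genes with a single annotated transcript between 2000 and 6000 nucleotides. The step, in FPKM times kilobases, was 0.0635 in Tpath2 cells, 0.0529 in ILC2s and 0.0843 in effector Th2 cells. From the ratios of genes below 0.1 FPKM, ILC2s were sequenced 1.20 times as deeply as Tpath2 cells and 1.58 times as deeply as effector Th2 cells. Reads per gene were estimated from the steps and the longest annotated transcript, and 95% confidence intervals of ratios (exact Clopper-Pearson method) were calculated from these estimates. They are approximate, cover the sampling of reads alone and were not used as tests.

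The genes named in the text were chosen by a rule: every gene the paper names in its RNA sequencing text, in Fig. 2a, Fig. 2c and Supplementary Fig. 2a, 2b and 2d, in its qPCR panels and in its statements on cytokines and receptors; the 10 genes with the largest ratio in each direction above 10 FPKM for each pair of samples; and lists of marker genes. Of 399 such genes, 393 were found and 378 had a position. Positions, transcript lengths and the sequence of the guide site were taken from GENCODE M21 on GRCm38, the assembly of mm10. The alternatives tried were a pseudocount of 0.1 FPKM or 1 FPKM, rescaling of each sample to the same sum, median-ratio scaling, quantile normalization, other minimum values, the omission of predicted, clone-named and small RNA genes, the summing of rows that share a symbol, a limit of 1.5-fold for the families, and 200 or 1000 nearest genes. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The scripts were tested on simulated data. In these, 200 genes were changed by set folds without noise, and each list held the genes beyond its limit and no others. That outcome follows from the set folds, so it checks the code and not the effect of variation between samples. The read step was recovered from simulated read counts with an error of at most 0.08%.

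The gene ontology analysis was left out because gene ontology annotation was not in the files analysed here. Sites of the guide outside annotated transcripts were left out because the genome sequence was not in the files analysed here. Measurements by qPCR, ChIP, ELISA, flow cytometry and histology were not analysed here.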

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

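The comparisons, their limits, the alternatives and the marker lists for NK cells, mast cells and basophils, T cells, cell division and early response genes were fixed before the processed files arrived. The list of erythroid genes was written afterwards, and the results flagged here were chosen after seeing the values. All 5 come from genes that the paper does not discuss, in samples without replicates and without a control sample, and were flagged because their values were far above the smallest value that the depth can show.

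Ncr1, a marker of NK cells and of some innate lymphoid cells, was at 13.9 FPKM in ILC2s and 0 FPKM in Tpath2 cells and effector Th2 cells. The prediction for NK cell RNA was made only after this result was seen. Of 8 NK cell markers, 6 were above 1 FPKM in ILC2s and more than 2-fold higher than in Tpath2 cells, including Klrb1c at 2.04 FPKM, Eomes at 1.56 FPKM, Klrc1 at 5.90 FPKM, Prf1 at 4.14 FPKM and Tyrobp at 24.1 FPKM. Some were also found in effector Th2 cells, with Eomes at 1.60 FPKM, Prf1 at 2.58 FPKM and Tyrobp at 2.55 FPKM. Klrb1c was at 0.255 FPKM and Klrc1 at 0 FPKM in effector Th2 cells. RNA from NK cells, or from other innate lymphoid cells that share these markers, is a candidate source that remains, and the data cannot tell a few such cells from low expression in ILC2s. A difference between library batches cannot be separated from the cell type either, since each cell type has 1 sample.

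Mcpt4, a mast cell protease, was at 17.9 FPKM in ILC2s and 0 FPKM in Tpath2 cells and effector Th2 cells. Here too the prediction was made only after the result was seen. Of 8 mast cell and basophil markers, 4 were above 1 FPKM in ILC2s and more than 2-fold higher than in Tpath2 cells, namely Mcpt8 at 2.62 FPKM, Mcpt4, Cpa3 at 16.6 FPKM and Fcer1a at 5.04 FPKM. This is the lowest number that the prediction counted as RNA from mast cells or basophils, and it includes Mcpt4 itself. Outside the 8 markers, the protease genes Cma1, Tpsab1, Tpsb2 and Mcpt2 were at 21.3, 16.6, 15.6 and 10.6 FPKM in ILC2s. None of them exceeded 0.0669 FPKM in Tpath2 cells. Mast cell or basophil RNA in the ILC2 sample may explain the values, and expression of these genes by ILC2s remains open. Library batch cannot be told apart from cell type for this result as well.

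Hba-a1, a hemoglobin gene, was at 125.4 FPKM in ILC2s, 3.86 FPKM in Tpath2 cells and 1.41 FPKM in effector Th2 cells. If red blood cell precursors were the source, other erythroid genes would be found with it. Of 8 erythroid genes listed, 6 were found in the files, and 0 of these 6 were above 1 FPKM in ILC2s and more than 2-fold higher than in Tpath2 cells. By these 6 genes, RNA from red blood cell precursors did not explain the value. This prediction was made only after the result was seen. Other hemoglobin genes were outside this list and did not all follow Hba-a1. Hba-a2 was at 8.19 FPKM in ILC2s, 0.000536 FPKM in Tpath2 cells and 0.000552 FPKM in effector Th2 cells. Hbb-b1 and Hbb-b2 were at only 7.79e-05 FPKM and 0.06 FPKM in ILC2s. Hemoglobin RNA from mature red blood cells was not tested, and these values point in both directions. No biological explanation was tested, and library batch cannot be told apart from cell type.

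Egr1 was at 256.2 FPKM in Tpath2 cells and 1.91 FPKM in effector Th2 cells, a ratio of 134.4, and it was at 503.7 FPKM in ILC2s. Fos had 363.3 FPKM, 7.95 FPKM and 657.3 FPKM in Tpath2 cells, effector Th2 cells and ILC2s, respectively. Over the 16 listed MAPK feedback and early response genes, the median log2 ratio was 1.54 for Tpath2 cells to effector Th2 cells and 2.32 for ILC2s to effector Th2 cells. A global shift between the samples was tested by a prediction made only after the result was seen, and the median log2 ratio of Tpath2 cells to effector Th2 cells over all genes above 1 FPKM in both was -0.0140, so that normalization did not account for it. The cell types also differed in culture, with IL-25 and IL-33 for Tpath2 cells and ILC2s and IL-2 and IL-4 for effector Th2 cells, in handling before lysis, which the files do not describe, and possibly in library batch. These cannot be told apart with 1 sample each.

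BC002163 was on more than 1 row, and its highest value in ILC2s was 67.1 FPKM. GENCODE M21 describes it as a processed pseudogene on chromosome 16, and its transcript has 317 of 319 bases in common with that of Ndufs5 (99.4%). Ndufs5, a gene of complex I, was at 25.6 FPKM in Tpath2 cells, 52.6 FPKM in effector Th2 cells and 0.00334 FPKM in ILC2s, and heads the table of Supplementary Fig. 2a. Fewer complex I transcripts in ILC2s would lower the other Nduf genes, but their median log2 ratio of Tpath2 cells to ILC2s was 0.0930 (38 genes, from -0.334 to 0.712). The prediction for reads assigned to the near-identical copy was made only after the values were seen. The summed rows of Ndufs5 and BC002163 were 111.8 FPKM in Tpath2 cells, 133.9 FPKM in ILC2s and 109.2 FPKM in effector Th2 cells, a ratio of Tpath2 cells to ILC2s of 0.835. The absence of Ndufs5 from ILC2s may therefore reflect the assignment of reads between near-identical sequences by the authors' software and not a difference between the cell types.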

How the results depend on the processing

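A count or rank was taken as unchanged when it stayed within 1.5 times its main value (and, where tested, on the same side of a p-value of 0.05), and a log2 ratio when it stayed within its 95% confidence interval. Of 21 headline results, 6 stayed within these bounds under every alternative. They were the log2 ratio of Dusp2, the log2 ratio of Dusp10 in Tpath2 cells to effector Th2 cells, the number of Fig. 2c genes on the Tpath2 list, and the numbers of genes above 1 FPKM in each of the 3 samples. Of 159 headline rows, 135 stayed within the bounds and 24 moved, and none was weaker, stronger or reversed. The alternatives for the genes on 1 list only, for the 10-fold list and for single genes were chosen after seeing the data.

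Lowering the minimum from 10 to 1 FPKM gave 110 genes in place of 59 above 8-fold in Tpath2 cells, 153 in place of 77 above 5-fold, 102 in place of 55 at 10-fold, 383 in place of 151 in effector Th2 cells, 307 in place of 114 in ILC2s, 84 in place of 42 shared, 69 in place of 35 for Tpath2 cells only, 299 in place of 109 for effector Th2 cells only, 6172 in place of 3889 less than 1.2-fold apart, and rank 106 in place of 58 for Dusp10. It adds genes whose low values vary with few reads. A minimum of 20 FPKM left 2399 genes less than 1.2-fold apart. Without predicted, clone-named and small RNA genes, the numbers were 30 (8-fold), 43 (5-fold), 26 (10-fold) and 13 (Tpath2 cells only), and the rank of Dusp10 was 29, since microRNA and small nucleolar RNA genes make up much of these lists.

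A pseudocount of 1 FPKM lowered the log2 ratio of Dusp10 from 3.13 to 2.70 and that of effector Th2 cells to ILC2s from 2.34 to 1.96, since it weighs on the low ILC2 value. With it, 1 MAPK family gene in place of 2 was more than 2-fold apart, and a minimum of 10 FPKM also gave 1, because Mapk12 is expressed at a low level. A limit of more than 1.5-fold gave 4 Dusp genes and 5 MAPK family genes in place of 2 each. Among the 200 nearest genes 2 were as far as Dusp10, and among the 1000 nearest genes 10 were, the same proportion as 5 of 500. For 116 single genes, 43 of 696 rows moved, 34 toward 0 and 9 away from it, and 26 of them with a pseudocount of 1 FPKM.

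The replicate block was not run because each condition has 1 sample. Leaving out a replicate and other splits of the samples were not possible for the same reason. The intervals behind these comparisons rest on reads estimated from the steps in the values, and the depth limits ratios whose lower value is near 0 FPKM.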

Differences from the paper's values

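The table of Supplementary Fig. 2a holds about 29 genes, read by eye from Supplementary Fig. 2a, which is the paper's value, and 59 genes passed the same limits here. Of the alternatives set before the files arrived, only the omission of predicted, clone-named and small RNA genes brought the number within the paper's, with 30 genes. The gap was not closed by a pseudocount of 0.1 FPKM (59), a pseudocount of 1 FPKM (54), rescaling to the same sum (70), median-ratio scaling (59), quantile normalization (59), a minimum of 1 FPKM (110), a minimum of 20 FPKM (50) or summed rows (59).

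For Tpath2 cells only, the paper's number in Supplementary Fig. 2b is about 13 genes, read by eye, and 35 genes were found here. This number was added to the results after seeing the data, and its alternatives were likewise chosen after seeing the values. With predicted, clone-named and small RNA genes left out it was 13. It was 35, 33, 48, 37, 35, 69, 30 and 35 with a pseudocount of 0.1 FPKM, a pseudocount of 1 FPKM, rescaling to the same sum, median-ratio scaling, quantile normalization, a minimum of 1 FPKM, a minimum of 20 FPKM and summed rows, respectively, none of which closed the gap.

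The legend of Fig. 2a states a limit below which shared genes differ. Il1rl1 and Crlf2, drawn as shared, had ratios of Tpath2 cells to ILC2s of 1.27 and 1.55. It also states a limit above which preferentially expressed genes differ. Klrg1, drawn for ILC2s, was 1.499-fold higher in ILC2s, and Ctla4, drawn for Tpath2 cells, was 2.47-fold higher in Tpath2 cells. Cd79b is drawn for Tpath2 cells and was 6.16-fold higher in ILC2s. Cd79a is drawn for Tpath2 cells under a minimum FPKM that the legend states, and its value was 5.19 FPKM.

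In Supplementary Fig. 2b, Dusp10 is drawn for Tpath2 cells and not as shared. It was 8.74-fold higher than in ILC2s in Tpath2 cells and 5.08-fold higher in effector Th2 cells, and was above 10 FPKM in both, at 21.3 FPKM and 12.3 FPKM. The paper describes MAPK genes as equal in Tpath2 cells and ILC2s, and Mapk11 and Mapk12 had ratios of 3.31 and 5.46. The paper describes Dusp10 and Dusp2 as the only differing DUSPs, and Dusp7 and Dusp14 had log2 ratios of 0.837 and -0.945.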

Other observations

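Technical explanations for the higher Dusp10 value in Tpath2 cells were tested, each with a prediction made before its result was seen. A global shift between the samples would move most genes, and the median log2 ratio of Tpath2 cells to ILC2s over 10341 genes above 1 FPKM in both was 0.0223. Scatter of genes at that expression level would place many genes as far out, and 5 of the 500 nearest genes were as far from their median. A bias by transcript length would shift genes of about the same length, and the median log2 ratio of 732 such genes was 0.0264. A common change of MAPK feedback and early response genes would raise these genes together, and the median log2 ratio of the listed genes was -0.473, in the opposite direction. None of these accounted for the value. A difference between library batches could not be separated from the cell type, with 1 sample per cell type. The difference in Dusp10 therefore cannot be told apart from a library batch in these files alone.

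Several explanations for other genes were tested as well. Transcripts of the T cell receptor complex in ILC2s, such as Cd3g at 74.8 FPKM, could come from CD4 T cell RNA in the ILC2 sample, by a prediction made only after the result was seen. As a percentage of the Tpath2 value, Cd4 was at 0.0513% in ILC2s, and the lower of Cd3g and Cd247 was 172.8 times that, so that a share of CD4 T cells alone did not account for Cd3g and Cd247. Bcl2a1b was 6.01-fold higher in Tpath2 cells than in ILC2s. If reads had moved between the Bcl2a1 copies, their sum would not differ, but the summed rows had a ratio of 4.98 (90.6 FPKM and 18.2 FPKM), again by a prediction made only after the result was seen.

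Gh was at 4.33 FPKM in Tpath2 cells, 4.45 FPKM in effector Th2 cells and 0 FPKM in ILC2s. Read-through from the neighbouring gene Cd79b would follow Cd79b, which was 6.16-fold higher in ILC2s than in Tpath2 cells, so that read-through did not explain Gh. Sex-linked transcripts could differ if the samples came from mice of different sex. Xist was at 55.0 FPKM or more in all 3 samples and no listed gene of the Y chromosome exceeded 0.0744 FPKM, so that the samples did not differ in sex. More cell division in effector Th2 cells could raise genes in those cells only, but the median log2 ratio of effector Th2 cells to Tpath2 cells of the 10 cell cycle genes was -0.649. These predictions were made before the results were seen.

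MicroRNA and small nucleolar RNA genes made up 28 of the 59 genes above 8-fold in Tpath2 cells. Of the small RNA genes above 10 FPKM in Tpath2 cells, 34.57% (28 of 81) were more than 8-fold higher than in ILC2s, against 0.515% of other genes (p = 6.177e-39, Fisher's exact test across genes). In the reverse direction, 32.5% (25 of 77) were more than 8-fold higher in ILC2s, against 1.00% of other genes (p = 6.291e-29, Fisher's exact test across genes). A swing in both directions is in line with FPKM values of very short transcripts that rest on few reads, by a prediction made only after the result was seen.

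The paper's methods speak of a mean of duplicate samples, while 1 value per gene and condition was in the files analysed here. The mean of 2 libraries of different depth would blur the steps in low values, yet 59.1% of the low ratios of Tpath2 cells to ILC2s lay on ratios of whole reads. By this test, whose prediction was made only after the steps were seen, the values did not come from means of libraries of different depth. Pooled reads of duplicates were not tested.

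Values for genes that the paper measured by other methods or named elsewhere are given without explanation (no replicates). Il5 was at 607.6 FPKM in resting Tpath2 cells, 1574 FPKM in resting ILC2s and 4.69 FPKM in effector Th2 cells. Il13 was at 1911 FPKM, 3542 FPKM and 136.9 FPKM in the same order, and Il4 at 122.1 FPKM, 68.5 FPKM and 67.4 FPKM. The paper states that Il4 mRNA was not detected in ILC2s stimulated with IL-7 plus IL-33, which differs from the value in resting ILC2s here. Il7r was at 41.3 FPKM in Tpath2 cells and 113.5 FPKM in ILC2s, 2.75-fold higher in ILC2s. By qPCR the paper describes this gene as almost equivalent between the 2 cell types. Vdr, the vitamin D receptor gene that the paper discusses as a regulator of Dusp10, was at 8.91 FPKM in Tpath2 cells, 1.36 FPKM in ILC2s and 1.56 FPKM in effector Th2 cells. Of the IL-33 signalling genes, the ratios of Tpath2 cells to ILC2s were 1.05 for Myd88, 0.988 for Irak1, 1.05 for Irak4, 1.30 for Traf6 and 1.16 for Tab1. Of other phosphatase genes, they were 0.978 for Ppp2ca, 1.15 for Ppp2cb and 1.23 for Ppp5c. Dusp1 was at 8.24 FPKM and Dusp6 at 24.1 FPKM in effector Th2 cells. Mapk14 made up 75.3% of the summed FPKM of the 4 p38 genes in Tpath2 cells, 91.6% in ILC2s and 71.5% in effector Th2 cells.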
